# Molecular identity of proprioceptor subtypes innervating different muscle groups in mice

**DOI:** 10.1038/s41467-022-34589-8

**Published:** 2022-11-11

**Authors:** Stephan Dietrich, Carlos Company, Kun Song, Elijah David Lowenstein, Levin Riedel, Carmen Birchmeier, Gaetano Gargiulo, Niccolò Zampieri

**Keywords:** Somatosensory system, Cell type diversity

## Abstract

The precise execution of coordinated movements depends on proprioception, the sense of body position in space. However, the molecular underpinnings of proprioceptive neuron subtype identities are not fully understood. Here we used a single-cell transcriptomic approach to define mouse proprioceptor subtypes according to the identity of the muscle they innervate. We identified and validated molecular signatures associated with proprioceptors innervating back (*Tox*, *Epha3*), abdominal (*C1ql2*), and hindlimb (*Gabrg1*, *Efna5*) muscles. We also found that proprioceptor muscle identity precedes acquisition of receptor character and comprise programs controlling wiring specificity. These findings indicate that muscle-type identity is a fundamental aspect of proprioceptor subtype differentiation that is acquired during early development and includes molecular programs involved in the control of muscle target specificity.

## Abstract (web summary)

The molecular basis of proprioceptive neuron subtype identities is not fully understood. Here the authors investigate diversity of proprioceptive neurons connected to different muscles at the molecular level, and show that acquisition of muscle-type identity precedes the emergence of receptor character and contains effectors controlling muscle connectivity.

## Introduction

Proprioception, the sense of body position in space, is critical for the generation of coordinated movements and reflexive actions. The primary source of proprioceptive information is represented by sensory neurons in the dorsal root ganglia (DRG), whose afferents innervate specialized mechanoreceptive organs detecting muscle stretch and tension^1^. Proprioceptive sensory neurons can be anatomically and functionally divided on the basis of the identity of the muscle and receptor organ they innervate. First, during early development, proprioceptors innervate muscles and in order to precisely adjust motor output according to the biomechanical properties of their targets wire with neural circuits in the central nervous system (CNS) with exquisite specificity^2,3^. In addition, at a receptor level, proprioceptors can be further distinguished into three subtypes - Ia, Ib, and II - by their selective contribution to either muscle spindles (MS; Ia and II) or Golgi tendon organs (GTO; Ib)^4^. Most notably, Ia sensory afferents make monosynaptic connections to motor neurons controlling the activity of the same muscle, as well as synergist muscle groups, while avoiding motor neurons controlling the function of antagonist muscles, thus providing the anatomical substrate for the stretch reflex^5,6^. These precise patterns of connectivity are conserved in all limbed vertebrates and their assembly precedes the emergence of neural activity^7,8^, implying that proprioceptive neurons are endowed from early developmental stages with molecular programs controlling critical features of their muscle-type identity, such as central and peripheral target specificity^9,10^. However, these determinants are still largely unknown, thus hindering efforts to define the mechanisms underlying the development of proprioceptive sensory neuron subtypes, the wiring of spinal sensorimotor circuits, and the contribution of muscle-specific proprioceptive feedback to motor control.

Single-cell transcriptomic efforts have revealed remarkable diversity among the major types of somatosensory neurons, while proprioceptors, despite their evident functional heterogeneity, seemed to represent a relatively more homogenous population^11–13^. Recent studies aimed at characterizing the molecular nature of group Ia, Ib, and II neurons have revealed that signatures for receptor subtypes emerge late during development and are consolidated at postnatal stages^14,15^. However, the molecular basis of proprioceptor muscle-type identity remains elusive and so far only few markers for neurons innervating muscles in the distal hindlimb compartment have been identified^9^.

In this study, we used a single-cell transcriptomic approach that takes advantage of the somatotopic organization of proprioceptor muscle innervation to reveal the molecular profiles of cardinal muscle identities - epaxial and hypaxial - defined by peripheral connectivity to back and abdominal muscle groups at thoracic level, and lower back and hindlimb muscles at lumbar level. Our data show that muscle-type identity is acquired and consolidated during embryonic development and precedes the emergence of receptor character. In addition, we found that the identified molecular signatures comprise programs controlling defining features of proprioceptor muscle character, such as the specificity of muscle connectivity. In particular, differential expression of axon guidance molecules of the ephrin-A/EphA family discriminates epaxial and hypaxial muscle identities and elimination of ephrin-A5 function erodes the specificity of peripheral connectivity. Altogether, this study reveals that muscle-type identity is a fundamental aspect of proprioceptor subtype differentiation that is acquired during early development and includes molecular programs involved in the control of muscle target specificity.

## Results

### Transcriptome analysis at e15.5 reveals distinct proprioceptive clusters

In order to identify molecular correlates of proprioceptive sensory neurons (pSN) muscle identity we used transcriptome analysis of neurons isolated from thoracic and lumbar DRG at embryonic day (e) 15.5. At this stage proprioceptors have just reached muscle targets in the periphery and their central afferents are progressing toward synaptic partners in the ventral spinal cord (Supplementary Fig. 1a)^4^. In addition, neurons collected from different segmental levels are predicted to reveal traits of epaxial and hypaxial pSN muscle identities, as the cell bodies of neurons innervating back and abdominal muscle groups are found in thoracic DRG, while the ones innervating lower back and hindlimb muscle groups in lumbar DRG (Fig. 1a).

**Fig. 1:**
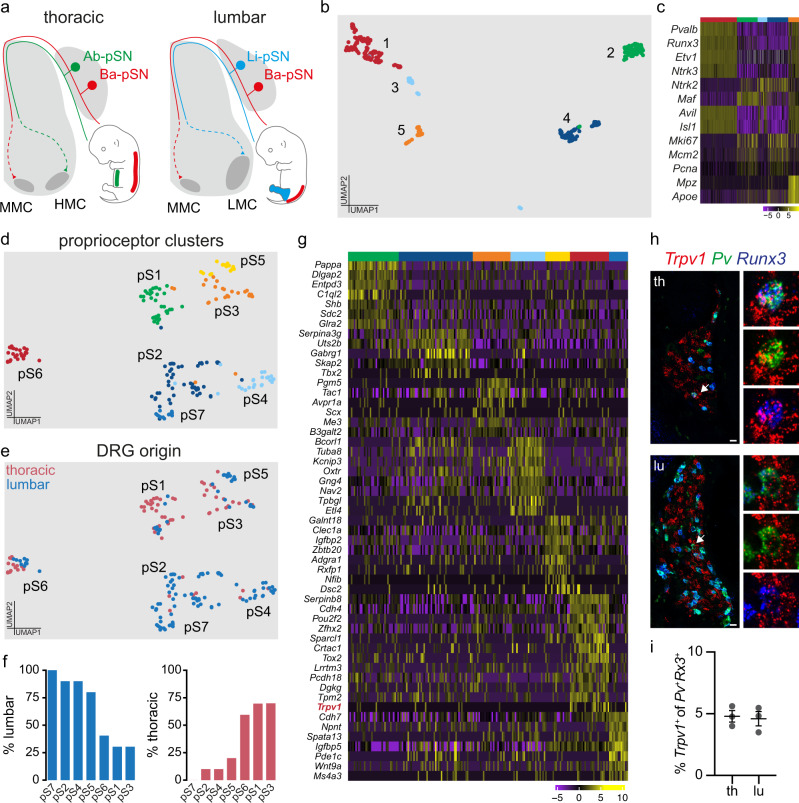
Single-cell transcriptome analysis of thoracic and lumbar proprioceptors at e15.5. **a** Schematic illustrating central and peripheral connectivity of e15.5 proprioceptors at thoracic (left) and lumbar (right) spinal levels. Ab-pSN, abdominal muscles-connecting proprioceptors; Ba-pSN, back muscles-connecting proprioceptors; Li-pSN, hindlimb muscles-connecting proprioceptors; MMC, median motor column; HMC, hypaxial motor column; LMC, lateral motor column. **b** UMAP visualization of tdTomato^+^ neuron clusters from *Pv*^*tdTom*^ embryos at e15.5. **c** Gene expression analysis (logcounts) of proprioceptors (*Pv*, *Runx3*, *Etv1*, *Ntrk3*), mechanoreceptors (*Ntrk2*, *Maf)*, postmitotic neurons (*Avil*, *Isl1*), proliferating neurons (*Mki67*, *Mcm2*, *Pcna*) and glial (*Mpz*, *Apoe*) markers. **d** UMAP visualization of proprioceptor clusters identified from analysis of cluster 1. **e** UMAP visualization of proprioceptor clusters color-coded according to the thoracic (red) and lumbar (blue) origin of the cells. **f** Percentage of proprioceptors originating from lumbar (left) and thoracic (right) DRG in different proprioceptor clusters. **g** Differential gene expression analysis (logcounts) in proprioceptive clusters (pS1, green; pS2, dark blue; pS3, orange; pS4, light blue; pS5, yellow; pS6, red; pS7, blue). **h** Representative single molecule fluorescent in situ hybridization (smFISH) images of thoracic (top) and lumbar (bottom) e15.5 DRG sections showing proprioceptors (*Runx3*^*+*^; *Pv*^*+*^) expressing *Trpv1*. Scale bar: 25 µm. **i** Percentage of proprioceptors (*Runx3*^*+*^; *Pv*^*+*^) expressing *Trpv1* in thoracic and lumbar DRG at e15.5 (mean ± SEM, *n* = 3 animals). Source data are provided as a Source Data file.

We took advantage of parvalbumin expression in proprioceptors and a small subset of cutaneous mechanoreceptors^16^ to isolate 960 neurons - 480 from thoracic (T) levels 1–12 and 480 from lumbar (L) levels 1 to 5 - via fluorescence-activated cell sorting after dissociation of DRG from a BAC mouse line expressing tdTomato under the control of the parvalbumin promoter (*Pv*^*tdTom*^)^17^ and processed them using the CEL-Seq2 protocol (Supplementary Fig. 1b, c)^18^. 

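The e15.5 data are 960 cells in 10 libraries of 96 wells each. The authors sequenced them with CEL-Seq2, counted unique molecular identifiers (UMIs) per gene and cell with scruff, and deposited the counts of every well. The labels give the age of each library but not its segmental level, so thoracic and lumbar cells were not compared. A library held 3701900 to 9299431 UMIs (median 5159479), and the median well of a library held 24060.5 to 99782. The table lists 49671 Ensembl genes, of which 49326 have a symbol in GENCODE M21 (GRCm38), the annotation used here for names and places; the authors' genome build is not given in the sources used here. Mitochondrial genes took 5.07% of the UMIs and annotated pseudogenes 9.50%. Levels are in CPM, the UMIs of a gene per 1000000 UMIs of the cells of a cluster, with the range over libraries that hold at least 3 of its cells. Libraries, not cells, were taken as replicates. All genes named in the results text and in Figs. 1c, 1g, 3e, 4c and 5a, and all Hox genes, were held out of the clustering, so that it does not fix their levels across clusters.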

519 neurons passed quality controls (see “Methods” for details) and were found distributed into five molecularly distinct clusters (Fig. 1b and Supplementary Fig. 1d–f). 

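Cells were kept above the 0.3 quantile of UMIs (22444), above the 0.3 quantile of detected genes (5947) and below the 0.75 quantile of the mitochondrial share (5.86%), taken over all e15.5 cells. Of 960 cells, 508 passed (52.9%), with 31 to 68 per library (median 51.5). Of the alternatives to these filters, 3 median absolute deviations moved this number most, to 858; a floor of 1000 UMIs alone, used for correlations only, passed 938. Walktrap on a graph of 10 nearest neighbors over 50 principal components gave 12 clusters of 19 to 75 cells. Each cluster drew on 5 to 9 libraries, and 1 library held at most 59.0% of a cluster. The number of clusters was 7 with 20 neighbors, the setting that moved it most. Ranked over all genes by the difference in mean logcounts from all other cells, the leading genes were: cluster 1: *Chl1*, *Plxna4*, *Nnat*; cluster 2: *Fn1*, *Dlk1*, *Tnmd*; cluster 3: *Etv1*, *Ntrk3*, *Fam19a2*; cluster 4: *Prss12*, *Etv1*, *Ntrk3*; cluster 5: *Col1a1*, *Col1a2*, *Igf2*; cluster 6: *Etv1*, *Pcp4*, *St6galnac5*. For the remaining clusters they were: cluster 7: *Ttyh1*, *Fabp7*, *Apoe*; cluster 8: *Dlk1*, *Col3a1*, *Vcan*; cluster 9: *Nefl*, *Nefm*, *Prph*; cluster 10: *Ttyh1*, *Apoe*, *Fabp7*; cluster 11: *Rgs4*, *Plxna4*, *Cpne6*; cluster 12: *Col1a1*, *Top2a*, *Mki67*.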

Transcriptome analysis indicated that neurons in cluster 1 represent proprioceptors, as they express general markers of proprioceptive identity (*Pv, Runx3, Etv1*, and *Ntrk3*). 

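Counts were summed per library and cluster, in sums of at least 5 cells, and each gene was tested for any difference among clusters with edgeR's quasi-likelihood test. The 34 sums, from 11 clusters and 10 libraries, held 371 cells and 151545 to 4304602 UMIs each. All 13 genes of Fig. 1c passed an adjusted p of 0.05 over 14061 genes, and 13 passed when adjusted over the list alone. The clusters differed widely, with 78.2% of all tested genes past the threshold. Under each of 8 other settings, the library as a block among them, and without each library in turn, the number was again 13. Cluster 11 entered as 1 sum, and sums of at least 10 cells covered 8 of the 11 clusters. Clusters 3, 4, 6 and 9 were called proprioceptor-like because UMIs of *Pvalb*, *Runx3*, *Etv1* and *Ntrk3* were each found in at least 0.5 of their cells (199 cells, 39.2% of those passing, median 132180.0 UMIs). In these clusters *Pvalb* (encoding parvalbumin; ENSMUSG00000005716, chromosome 15, 78191114 to 78206400) stood at 441 to 641 CPM, *Runx3* at 257 to 346, *Etv1* at 1938 to 2226 and *Ntrk3* at 642 to 1882. In clusters 2, 5, 8 and 12 the same genes stood at 6.51 to 11.6, 1.45 to 62.3, 37.9 to 74.8 and 37.6 to 119 CPM. Adjusted p values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 5.16e-21 for *Pvalb*, 6.58e-20 for *Runx3*, 2.30e-21 for *Etv1* and 4.41e-21 for *Ntrk3*. The rule that names clusters was chosen after the clusters were seen, and it leaves 213 cells (41.9%) in clusters 1, 2, 5 and 8 without a name. In cluster 1 (31 cells), nociceptor genes such as *Scn10a* summed to 1399 CPM.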

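*Maf* and *Ntrk2* were both found in cluster 11 (23 cells, called mechanoreceptor-like), at 306 CPM (312 to 410.2 in 4 libraries) and 392 CPM (0 to 499 in 4 libraries), with *Avil* at 773 and *Isl1* at 306. *Ntrk2* was highest in this cluster. *Maf* was not: it stood higher in clusters 12 (576 CPM), 10 (glia-like, 539.6), 5 (484) and 1 (436). In the proprioceptor-like clusters *Maf* stood at 5.27 to 115 CPM and *Ntrk2* at 0.908 to 2.80. *Mki67* and *Pcna* were highest in cluster 12 (24 cells, called proliferating-like), at 786 and 539 CPM, and *Mcm2* in cluster 8, at 76.2 CPM. Clusters 2, 5, 8 and 12 together (206 cells, 40.6%) held the proliferation genes at 24.6 to 786 CPM (*Mki67*), 48.8 to 76.2 CPM (*Mcm2*) and 289 to 539 CPM (*Pcna*). *Maf* stood in them at 34.0 to 576 CPM and *Ntrk2* at 6.51 to 140.2. In the same clusters *Avil* stood at 10.1 to 21.2 CPM and *Isl1* at 10.1 to 16.6, against 773 to 838 and 554 to 693 in the proprioceptor-like clusters. Fewer than 3 of 5 markers of postmitotic sensory neurons (*Avil*, *Isl1*, *Tubb3*, *Prph*, *Snap25*) were found in at least 0.5 of the cells of any of them. The collagen genes *Col1a1* and *Col1a2* stood at 10664 and 15161 CPM in these 206 cells, against 28.1 and 44.1 in the proprioceptor-like cells. Across clusters, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave 3.91e-15 for *Maf*, 1.40e-11 for *Ntrk2*, 1.15e-16 for *Avil* and 4.16e-23 for *Isl1*. The same test gave 1.26e-17 for *Mki67*, 9.48e-16 for *Mcm2* and 1.08e-12 for *Pcna*.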

Neurons found in clusters 2–4 present a signature consistent with mechanoreceptor identity (*Maf*^*+*^ and *Ntrk2*^*+*^), with cluster 3 consisting of a postmitotic subset (*Isl1*^*+*^ and *Avil*^*+*^) while clusters 2 and 4 are characterized by proliferation markers (*Mki67*^*+*^*, Mcm2*^*+*^, and *Pcna*^*+*^*)*. 

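Clusters 7 and 10 (49 cells, 9.65%) were called glia-like, because at least 3 of 6 glia markers were found in at least 0.5 of their cells and 1 was among their leading genes. *Apoe* stood at 373 CPM in cluster 7 and 2163 in cluster 10, against 3.27 to 6.73 CPM in the proprioceptor-like clusters. Outside the glia-like clusters it was highest in cluster 11 (118 CPM). Both glia-like clusters also carried *Pvalb* (388 and 230.5 CPM), *Etv1* (1869.6 and 1121 CPM) and *Avil* (736 and 363 CPM). Cluster 7 had a median of 136662 UMIs per cell and cluster 10 of 29615. Across the clusters tested, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave 9.65e-10 for *Apoe*; cluster 10 (19 cells) had no library with 5 cells and was not in that test. UMIs of *Xist* and of Y-linked genes (*Ddx3y*, *Eif2s3y*, *Uty*, *Kdm5d*), at least 5 of each kind, were found together in 4 of 49 glia-like cells and in 1 of 199 proprioceptor-like cells.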

Finally, cluster 5 represents neurons contaminated with glial transcripts (*Mp*z^*+*^ and *Apoe*^*+*^; Fig. 1c and Supplementary Fig. 1g)^19^.

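The 199 proprioceptor-like cells were clustered again in the same way, with the same genes held out, and fell into 6 subclusters of 25 to 45 cells from 6 to 9 libraries each. At most 53.8% of a subcluster came from 1 library. Median depth ranged from 111168 to 153608 UMIs per cell. With 5 neighbors in place of 10 there were 11 subclusters, the largest change among the settings tried. Ranked over all genes as for the clusters, the leading genes were: subcluster 1: *Tmem132d*, *Fstl5*, *Pappa*; subcluster 2: *Gm4660*, *Hap1*, *Thsd7b*; subcluster 3: *Ntm*, *Uts2b*, *Sct*; subcluster 4: *Igsf21*, *Reg3b*, *Casz1*; subcluster 5: *Crtac1*, *Pou2f2*, *Serpinb8*; subcluster 6: *Igf1*, *Casz1*, *Igfbp5*. The numbers of these subclusters are not those of pS1 to pS7.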

Next, to highlight differences between proprioceptors in cluster 1 we re-clustered these cells and obtained seven subsets (pS1-pS7; Fig. 1d and Supplementary Fig. 1h). In order to test whether anatomical provenance could point to proprioceptor muscle-type identities, we assigned segmental origin to each cell. We found that neurons in pS2, pS4, pS5, and pS7 mainly originated from lumbar DRG and therefore could represent proprioceptors connected to hindlimb muscles or the small subset of back muscles found at lumbar levels (lower back and tail muscles), while pS1, pS3, and pS6 mainly arose from thoracic levels, where proprioceptors innervating back and abdominal muscles are located (Fig. 1a, e, f)^20^. We confirmed thoracic and lumbar origin at a transcriptional level by evaluating expression of *Hoxc10*, a gene defining lumbar identity^21^, and found that it closely recapitulated the anatomical assignment (Supplementary Fig. 1i). 

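For the subclusters, 17 sums of at least 5 cells from 8 libraries held 142 cells and 490652 to 2633710.0 UMIs each; libraries 3 and 4 gave no such sum. 11516 genes were tested for any difference among the 6 subclusters, and 13.1% of them passed. Of the genes of Fig. 1g, *Cdh7* was highest in subcluster 6 at 169 CPM (137 to 227 in 3 libraries), with 23.8 to 75.5 in the others. *Pde1c* was also highest in subcluster 6, at 51.3 CPM (40.6 to 61.4 in 3 libraries), with 0.205 to 13.8 in the others. *Pou2f2* was highest in subcluster 5, at 175 CPM (116 to 193 in 3 libraries), against 20.0 to 26.8. *Tox2* was highest there as well, at 24.7 CPM (5.69 to 49.2 in 3 libraries), followed by 14.0 in subcluster 6 and 0.475 to 4.92 in the rest. Adjusted p values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 2.33e-07 for *Cdh7*, 6.12e-07 for *Pde1c*, 2.49e-07 for *Pou2f2* and 0.000877 for *Tox2*. Subcluster 5 entered as 2 sums. Sums of at least 10 cells exist for 4 of the 6 subclusters, not for 3 and 5, so they do not bear on genes of subcluster 5; with these edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave 0.193 for *Pou2f2* and 0.323 for *Tox2*. Over the 8 other settings, DESeq2's test among them, the adjusted p (otherwise from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) ranged over 5.29e-49 to 0.193 for *Pou2f2* and 4.06e-15 to 0.323 for *Tox2*.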

Next, we performed differential gene expression analysis and revealed distinct molecular signatures for each of these clusters (Fig. 1g). 

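*Trpv1* (ENSMUSG00000005952, chromosome 11, 73234292 to 73261242) had a UMI in 13 of 26 cells of subcluster 5 (50.0%, exact 95% interval 29.9 to 70.1%), with 44 UMIs or 11.9 CPM at a median depth of 130673 UMIs per cell. Subcluster 6 followed with 7 of 39 cells (17.9%, 7.54 to 33.5%), and subclusters 1 to 4 had 1 to 3 such cells each. Over all subclusters but 5, the share was 13 of 173 cells (7.51%, 4.06 to 12.5%) at 1.11 CPM and a median depth of 132180.0 UMIs. In clusters 2, 5, 8 and 12, which lack sensory neuron markers and should lack the gene, it was 9 of 206 cells (4.37%). The level there was 1.35 CPM at a median depth of 33382 UMIs, so per UMI no lower than over all subclusters but 5. Thinning all cells to 10000 UMIs moved the share in subcluster 5 most, to 3 of 26 cells (11.5%, 2.45 to 30.2%), beside 2 of 39 in subcluster 6 and 3 of 206 in the clusters without neuron markers. At least 2 UMIs were found in 8 of 26 cells of subcluster 5 (30.8%). In the subcluster with the highest share, 14 of 27 cells (51.9%) had a UMI when clustered with 20 neighbors, and 13 of 27 (48.1%) when no gene was held out. In the main test among subclusters the gene was left out for low counts. Where other settings tested it, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave 7.75e-06 with no filter on low counts, 0.0161 with nothing held out, 0.0841 with the library as a block and 0.102 for subclusters from the 2000 most variable genes (7.75e-06 to 0.172 over the settings that tested it). DESeq2's likelihood ratio test with the same adjustment gave 0.00381. It was called without library 5 (0.00724 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with subcluster 5 as 1 sum and its spread taken from other subclusters), library 6 (0.0173) or library 7 (0.0289), and was left out for low counts without each of the others. A list of nociceptor genes, *Scn10a* and *Calca* among them, summed to 3.80 CPM in subcluster 5 and 16.8 CPM in the other subclusters.

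**Figure D1:**
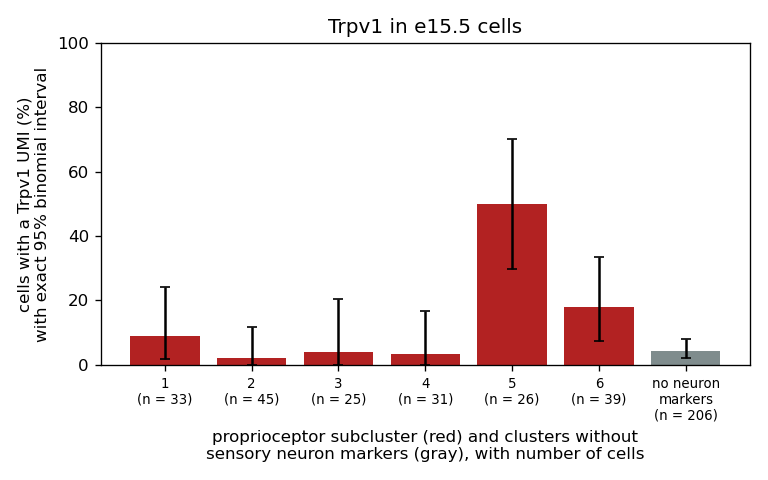
Percent of e15.5 cells with at least 1 *Trpv1* UMI in each proprioceptor-like subcluster (red) and in the clusters without sensory neuron markers (gray), with exact 95% binomial intervals over cells. The gray group is shallower, with a median of 33382 UMIs per cell against 111168 to 153608 in the subclusters, which lowers its share.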

Surprisingly, we found that *Trpv1* is selectively enriched in neurons found in pS6 (Supplementary Fig. 1j). Trpv1 is a well-known marker of nociceptive/thermosensitive neurons and therefore is not expected to be expressed in proprioceptors^22^. Nevertheless, we confirmed the presence of *Pv*^+^; *Runx*3^+^; *Trpv*1^+^ DRG sensory neurons in e15.5 embryos, representing at this stage ~5% of all proprioceptors, both at thoracic and lumbar levels (Fig. 1h, i).

### Embryonic expression of Trpv1 defines a subset of proprioceptors connected to back muscles

Next, to verify whether *Trpv1* expression in embryonic proprioceptors marks a discrete neuronal subtype we took advantage of mouse lines driving expression of Cre and Flp recombinases under control of the Trpv1 (*Trpv1*^*Cre*^)^23^ and parvalbumin (*Pv*^*Flp*^)^24^ promoters to label neurons with an intersectional tdTomato reporter allele (*Trpv1*; *Pv; tdT, Ai65*)^25^.

Anatomical analysis of postnatal day (p) 7 spinal cords, DRG, and muscles from *Trpv1*; *Pv; tdT* mice revealed a well-defined subset of sensory neurons. In the spinal cord, we found labeling of central afferents targeting and making vGluT1^+^ synaptic contacts with ChAT^+^ motor neurons in the median motor column (MMC), both at thoracic and lumbar levels, which are known to selectively innervate back and lower back/tail muscles (Fig. 2a, b, Supplementary Fig. 2b, Supplementary Movie 1 and 2). In contrast, limb-projecting motor neurons in the lateral motor column (LMC) received little, if any, input from *Trpv1*; *Pv; tdT* axons (Figs. 2a, b, Supplementary Movie 1)^26^. In agreement with selective central innervation of neurons in the MMC, which is the only motor neuron column present at all rostro-caudal spinal levels, we observed labeling of a subset of parvalbumin^+^ neurons in cervical, thoracic, and lumbar DRG (Fig. 2c–e and Supplementary Fig. 2c). In the periphery, we found labeling of type Ia, Ib, and II receptors in back but not abdominal muscles (Fig. 2f, Supplementary Fig. 2a, d). Finally, in order to test the overall specificity of lineage tracing in *Trpv1*; *Pv; tdT* mice, we analyzed reporter expression in the brain. We did not find any labeling aside from axons projecting to the dorsal column nuclei of the brainstem that are known to receive direct innervation from proprioceptive sensory neurons (Supplementary Fig. 2e).

**Fig. 2:**
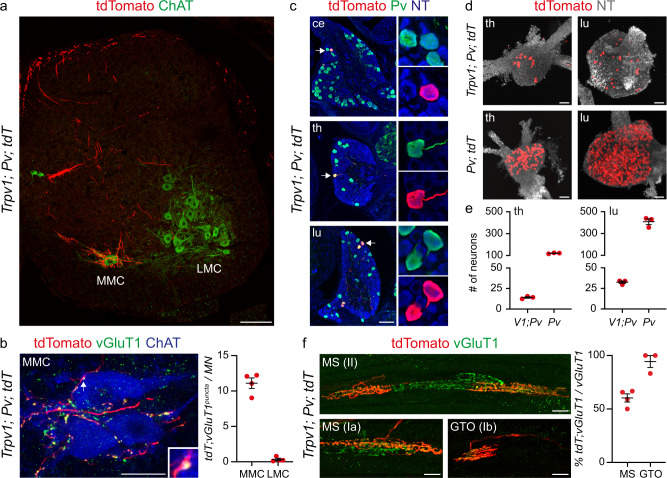
Genetic targeting of proprioceptors innervating back muscles. **a** Representative image of tdTomato^+^ afferents in a lumbar spinal cord section from p7 *Trpv1*^*Cre*^*; Pv*^*Flp*^*; Ai65* mice. MMC, median motor column; LMC, lateral motor column. Scale bar: 100 µm. **b** Representative image (MMC, left) and quantification (right) of tdTomato^+^; vGluT1^+^ presynaptic puncta juxtaposed to MMC or LMC neurons cell bodies and proximal dendrites of p7 *Trpv1*^*Cre*^*; Pv*^*Flp*^*; Ai65* mice (mean ± SEM, *n* = 4 animals). Scale bar: 25 µm. **c** Representative images of cervical, thoracic, and lumbar DRG sections showing tdTomato^+^; Pv^+^ neurons in p7 *Trpv1*^*Cre*^*; Pv*^*Flp*^*; Ai65* mice. Scale bar: 100 µm. **d** Whole mount preparations of thoracic (left) and lumbar (right) DRG showing genetically labeled neurons from p1 *Trpv1*^*Cre*^*; Pv*^*Flp*^*; Ai65* (top) and *Pv*^*Cre*^*; Ai14* (bottom) mice. Scale bar: 100 µm. **e** Number of tdTomato^+^ sensory neurons in DRG from p1 *Trpv1*^*Cre*^*; Pv*^*Flp*^*; Ai65* and *Pv*^*Cre*^*; Ai14* at thoracic (T1-T12, left) and lumbar (L1-L5, right) levels (mean ± SEM, n = 3 animals). **f** Representative images (left) and quantification (right) of tdTomato^+^ group Ia, II, and Ib afferents in muscle spindles (MS) and Golgi tendon organs (GTO) from the erector spinae muscle of *Trpv1*^*Cre*^*; Pv*^*Flp*^*; Ai65* mice. (mean ± SEM, *n* = 4 animals). Scale bar: 25 µm. Source data are provided as a Source Data file.

In addition, we assessed whether lineage tracing from the Trpv1 promoter (*Trpv1; tdT. Ai14*)^23,24^ would also capture the same population of proprioceptors. Indeed, we observed labeling of a subset of Pv^+^ neurons in cervical, thoracic, and lumbar DRG, whose central afferents selectively targeted MMC neurons at all segmental levels (Supplementary Fig. 2f, g). Altogether these data show that Trpv1 expression in embryonic proprioceptors defines a subset of proprioceptive sensory neurons selectively innervating back muscles.

### Molecular signatures of proprioceptor muscle-type identities

The opportunity to genetically access a defined subset of proprioceptors defined by their connectivity to the back muscle compartment prompted us to further investigate the molecular identity of back- (Ba-pSN), abdominal- (Ab-pSN), and hindlimb-innervating (Li-pSN) neurons. To this end, we dissociated DRG and manually picked 576 tdTomato^+^ neurons from thoracic and lumbar levels of *Pv; tdT* (*Pv*^*Cre*^; *Ai14*; 96 thoracic and 96 lumbar neurons)^27^, and *Trpv1*; *Pv; tdT* mice (192 thoracic and 192 lumbar neurons)^22,23^ at p1 and performed single-cell transcriptome analysis (Fig. 3a and Supplementary Fig. 3a). 

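The p1 data are 576 cells in 6 libraries of 96 wells. The paper states that they were picked by hand, and the authors counted UMIs as at e15.5 and deposited every well. The labels give neither segmental level nor mouse line for a p1 library, so cells of the *Pv; tdT* and *Trpv1*; *Pv; tdT* lines were analysed together. A library held 386517 to 8814472 UMIs (median 4446434), and its median well 1409 to 79442; the shallowest is library 3. Mitochondrial genes took 9.02% of the UMIs and pseudogenes 8.27%. Clustering, held-out genes and tests were those used at e15.5.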

244 cells passed quality control criteria (see methods for details) and were found distributed into four clusters (C1-C4) expressing high levels of general proprioceptive markers (Fig. 3b and Supplementary Fig. 3b–e). 

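Quantiles over all p1 cells set the limits at 5349 UMIs, 2234 genes and a mitochondrial share of 16.4%. Of 576 cells, 327 passed (56.8%), with 12 to 77 per library (median 56.5); filters of 3 median absolute deviations passed 512. They fell into 7 clusters of 21 to 101 cells, and into 11 with 5 neighbors. Cluster 5 took 89.2% of its cells from 1 library and cluster 7 85.7%. Leading genes were: cluster 1: *S100b*, *Gm39244*, *Onecut1*; cluster 2: *Gm13493*, *Gm10293*, *Gm4691*; cluster 3: *Apoe*, *Fabp7*, *Sparc*; cluster 4: *mt-Co3*, *Lrrc17*, *Gm10263*; cluster 5: *Ift27*, *Gm11942*, *Gm3411*; cluster 6: *Gm10800*, *Gm21738*; cluster 7: *Gabrg1*, *Efna5*, *Gda*. In clusters 2, 4, 5 and 6 the leading genes were largely pseudogenes or mitochondrial genes. Over all 7 clusters *Pvalb* stood at 362 to 1029 CPM, *Runx3* at 243 to 379.8, *Etv1* at 867 to 2068 and *Ntrk3* at 497 to 1258. UMIs of each of these markers were found in at least 88.5% of the cells of every cluster.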

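Cluster 3 (36 cells, 11.0%, median 94720.5 UMIs) was called glia-like by the rule used at e15.5, with *Apoe* at 178 CPM (71.0 to 241 in 4 libraries). The gene was not limited to it, and stood at 126 CPM in cluster 2, 62.0 CPM in cluster 6 and 3.43 to 23.7 CPM in clusters 1, 4, 5 and 7. No p1 cell had at least 5 UMIs of *Xist* and of Y-linked genes together (0 of 327). Cluster 3 was left out of all later p1 values, and the 291 cells of the other clusters were kept.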

Cluster C1 presented signs of glia contamination and was excluded from subsequent analysis (Supplementary Fig. 3f). For the remaining clusters, we used mouse line and segmental level of origin of each neuron as means to assign a presumptive muscle-type identity. We found that the majority of cells picked from *Trpv1*; *Pv; tdT* mice, thus bona fide Ba-pSN, were found in C2 (Fig. 3c, d and Supplementary Fig. 3g). The majority of lumbar neurons from *Pv; tdT* mice, putative Li-pSN, was found in C3 and the remaining thoracic neurons, by exclusions putative Ab-pSN, in C4 (Fig. 3c, d, and Supplementary Fig. 3g). In addition, lumbar origin of each neuron was independently confirmed by analysis *Hoxc10* expression (Supplementary Fig. 3h).

**Fig. 3:**
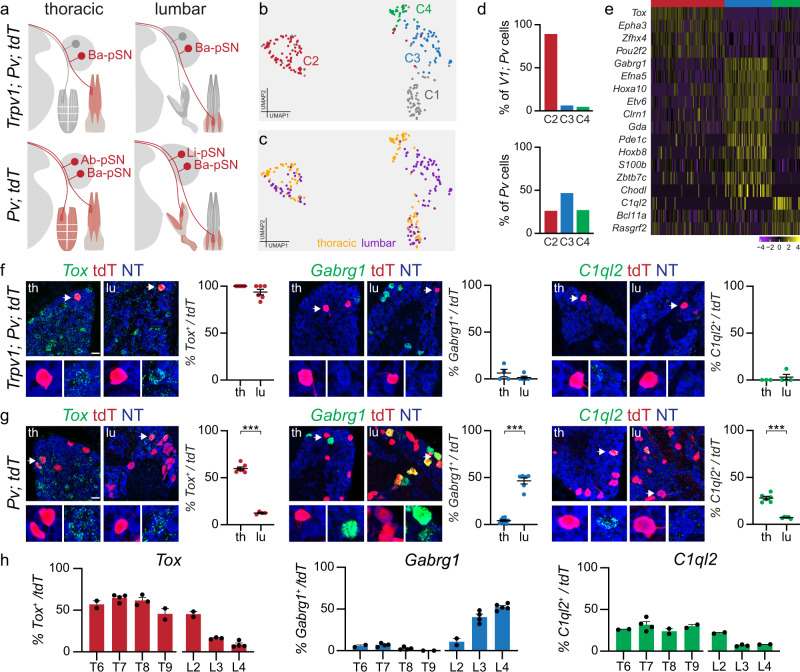
Molecular profiles of back-, abdominal- and hindlimb-innervating proprioceptors. **a** Schematics illustrating labeling of the Ba-pSN subset captured in *Trpv1*^*Cre*^*; Pv*^*Flp*^*; Ai65* and all proprioceptors in *Pv*^*Cre*^*; Ai14* at thoracic and lumbar levels. **b** UMAP visualization of cell clusters after transcriptome analysis of tdTomato^+^ DRG neurons from p1 *Trpv1*^*Cre*^*; Pv*^*Flp*^*; Ai65* and *Pv*^*Cre*^*; Ai14* mice at thoracic and lumbar levels. **c** UMAP visualization of cell clusters color-coded according to the anatomical origin (thoracic, yellow; lumbar, purple) of neurons. **d** Bar graph illustrating the percentage of *Trpv1*^*Cre*^*; Pv*^*Flp*^*; Ai65* (top) and *Pv*^*Cre*^*; Ai14* (bottom) cells found in clusters C2 (red), C3 (blue), C4 (green). **e** Differential gene *e*xpression analysis (logcounts) for clusters C2 (red), C3 (blue), and C4 (green). **f** Representative smFISH images and quantification of *Tox* (C2), *Gabrg1* (C3), and *C1ql2* (C4) expression in tdTomato^+^ thoracic and lumbar DRG neurons from p1 *Trpv1*^*Cre*^*; Pv*^*Flp*^*; Ai65* mice (mean ± SEM, *n* ≥ 3 animals). Scale bar: 25 µm. **g** Representative smFISH images and quantification of *Tox* (C2), *Gabrg1* (C3), and *C1ql2* (C4) expression in tdTomato^+^ thoracic (T6–T9) and lumbar (L3–L4) DRG neurons from p1 *Pv*^*Cre*^*; Ai14* mice (mean ± SEM, n ≥ 4 animals, two-tailed, *t*-test, ***p < 0.001). Scale bar: 25 µm. **h** Distribution of *Tox* (C2), *Gabrg1*(C3), and *C1ql2* (C4) in tdTomato^+^ neurons from thoracic and lumbar DRG of p1 *Pv*^*Cre*^*; Ai14* mice (mean ± SEM, *n* ≥ 2 animals). Source data are provided as a Source Data file.

Differential gene expression analysis revealed molecular signatures for presumptive Ba-pSN, Ab-pSN, and Li-pSN (Fig. 3e). 

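The 18 signature genes of Figs. 3e and 4c (4 Ba-pSN, 11 Li-pSN and 3 Ab-pSN genes) were tested among the 6 p1 clusters kept, in 17 sums from 6 libraries (272 cells, 147418 to 4282315 UMIs per sum). Of the 17 with enough UMIs among 11683 tested genes, 12 passed an adjusted p of 0.05, and 14 passed when adjusted over the list alone. The study chose these genes on the same cells, so neither count is independent evidence. Of all tested genes 31.0% passed. Clusters 5 and 7 entered as 1 sum each, so their spread was taken from the other clusters. Without library 2 cluster 7 has no sum, and 5 of 15 tested signature genes passed; among the other settings the number ran from 9 (DESeq2) to 18 (clusters from the 2000 most variable genes). *Tox* (ENSMUSG00000041272, chromosome 4, 6686353 to 6991557) stood at 19.1, 57.0, 56.5, 57.5, 43.1 and 0.264 CPM in clusters 1, 2, 4, 5, 6 and 7. *Gabrg1* (ENSMUSG00000001260, chromosome 5, 70751047 to 70842617) was highest in cluster 7, at 316 CPM (189 to 346 in 2 libraries), then in cluster 1 at 99.3, against 8.84 to 40.5 elsewhere; cluster 7 came largely from library 2. *C1ql2* (ENSMUSG00000036907, chromosome 1, 120340582 to 120343174) was highest in cluster 5, at 12.9 CPM (6.77 to 13.5 in 2 libraries), then in cluster 2 at 6.45, and was left out of the main test for low counts. Where other settings tested *C1ql2*, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave 0.00105 with no filter on low counts and 0.00146 for clusters from the 2000 most variable genes (0.00105 to 0.187 over the settings with this test). DESeq2's likelihood ratio test with the same adjustment gave 0.6003, no other setting called it, and where it was tested without a library the value was 0.0925 to 0.231 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Adjusted p values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.0211 for *Tox* and 0.000914 for *Gabrg1*. For *Tox* the adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.656 without library 2, a test that lacks cluster 7, where the gene is lowest, and 0.0538 without library 6 (2.87e-19 to 0.0252 over the other settings). With the library as a block, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave 0.0527 for *Pde1c* (0.0109 without it), 0.0582 for *Etv6*, 0.0760 for *Zbtb7c* and 0.104 for *Zfhx4*, which lost their calls (2.04e-31 to 0.436, 2.46e-10 to 0.0582, 7.22e-07 to 0.0760 and 6.35e-07 to 0.104 over the other settings, DESeq2's test among them). Signature genes also lost calls without library 1, which leaves cluster 5 no sum (*Pde1c* 0.0668 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, *Clrn1* 0.0949), and library 2 (*Etv6* 0.100, *Zfhx4* 0.108, *Bcl11a* 0.181, *Pou2f2* 0.0788). The same held without library 4 (*Bcl11a* 0.0500 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), library 5 (*Zfhx4* 0.0862) and library 6 (*Pou2f2* 0.105). Over the other settings, DESeq2's test among them and otherwise by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the adjusted p was 3.00e-22 to 0.648 for *Clrn1*, 7.86e-05 to 0.0357 for *Bcl11a* and 1.01e-05 to 0.0565 for *Pou2f2*. With the block *Gda* (0.0132 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 2.79e-15 to 0.575 over the other settings) and *S100b* (0.0120; 1.55e-10 to 0.427) gained a call. If each library holds 1 level and mouse line, the block also removes differences between these. Of the *Gabrg1* UMIs in library 2, 41.7% lay in 5 cells, and of the *C1ql2* UMIs in library 1, 50.5%. From such differences between clusters the paper assigns the genes to presumptive muscle types by the mouse line and level of the cells.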

To validate these findings, we first analyzed the expression of the top differentially expressed genes, *Tox* (C2, “Ba-pSN”), *Gabrg1* (C3, “Li-pSN”), and *C1ql2* (C4, “Ab-pSN”) (Supplementary Fig. 3i), in back-innervating proprioceptors labeled in *Trpv1*; *Pv; tdT* mice. In agreement with the predicted identity, *Tox* expression was found in nearly all tdTomato^*+*^ neurons at thoracic and lumbar levels, while *Gabrg1* and *C1ql2* were not (Fig. 3f). Second, we examined expression and DRG distribution in the overall proprioceptive population labeled in *Pv; tdT* mice. At thoracic levels, where proprioceptors innervating back and abdominal muscle groups are located, we observed *Tox* expressed in ~60% of tdTomato^*+*^ neurons and *C1ql2* in ~28%. At lumbar 3 and 4 levels, where limb-innervating proprioceptors are predominant, we found *Gabrg1* in ~46% of tdTomato^*+*^ neurons and *Tox* in ~10% (Fig. 3g). Altogether these data indicate that *Tox* and *C1ql2* are expressed within thoracic DRG and *Gabrg1* in lumbar DRG with frequencies expected for Ba-pSN, Ab-pSN and Li-pSN markers (Fig. 3h). Moreover, we found that expression of either *Gabrg1* or *Efna5*, transcripts characterizing cluster C3, covers ~75% tdTomato^*+*^ neurons at lumbar level, thus indicating that combination of multiple genes is necessary to define the hindlimb compartment (Supplementary Fig. 3j). Finally, in order to check whether effects of lineage tracing in *Pv; tdT* mice might have influenced these results, we analyzed expression of *Tox, Gabrg1*, and *C1ql2* in *Pv*^*+*^ DRG neurons from wild-type mice and observed similar patterns and frequencies of expression at thoracic and lumbar levels (Supplementary Fig. 3k). Altogether, these data confirm that molecular markers of putative proprioceptor muscle subtypes identified with transcriptome analysis at p1 are expressed in thoracic and lumbar proprioceptive neurons from *Trpv1*; *Pv; tdT*, *Pv; tdT*, and wild-type mice with specificity and frequency consistent with back, abdominal and hindlimb muscle identities.

### Proprioceptor muscle identity emerges during early development

In order to further validate these observations and directly link molecular identity to muscle identity, we investigated expression of markers in proprioceptor subtypes identified by their muscle connectivity. To this end, we examined *Tox* (C2, “Ba-pSN”), *Gabrg1* (C3, “Li-pSN”), and *C1ql2* (C4, “Ab-pSN”) expression in DRG neurons retrogradely labeled after cholera toxin B (CTB) injection in representative back (erector spinae, ES) and hindlimb (gastrocnemius, GS; tibialis anterior, TA) muscles. We found that the majority of CTB^+^; *Pv*^*+*^ neurons connected to ES expressed *Tox*, but neither *Gabrg1* nor *C1ql2* (Fig. 4a and Supplementary Fig. 4a). Conversely, proprioceptors labeled after CTB injections in hindlimb muscles expressed *Gabrg1*, but neither *Tox* nor *C1ql2* (Fig. 4b and Supplementary Fig. 4a). Thus, retrograde labeling experiments anatomically validated the findings of transcriptome analysis.

**Fig. 4:**
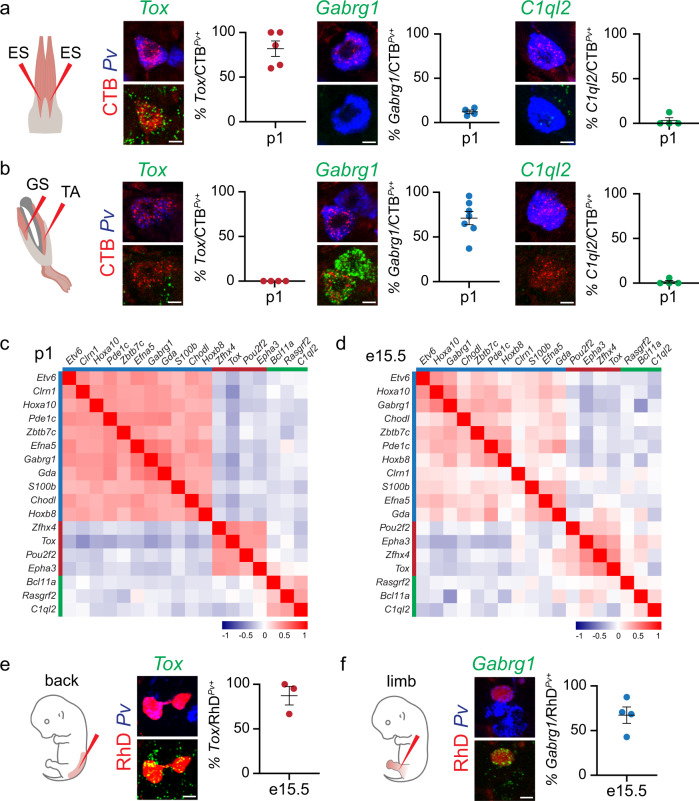
Proprioceptors muscle-type identity emerges at early developmental stages. **a**, **b** Representative smFISH images and quantification of *Tox* (C2), *Gabrg1* (C3), and *C1ql2* (C4) expression in *Pv*^+^ sensory neurons retrogradely labeled after cholera-toxin B (CTB) injection in back (**a** erector spinae, ES) and hindlimb (**b** gastrocnemius, GS and tibialis anterior, TA) of p1 wild-type mice (mean ± SEM, *n* ≥ 4 animals). Scale bar: 10 µm. **c**, **d** Heatmaps representing pairwise gene expression correlation values for Ba-pSN (red), Ab-pSN (green), and Li-pSN (blue) molecular signatures at p1 (top) and e15.5 (bottom; Pearson’s r using logcounts). **e**, **f** Representative smFISH images and quantification of *Tox* (C2), and *Gabrg1* (C3), expression in *Pv*^+^ sensory neurons retrogradely labeled after rhodamine-dextran (RhD) injection in e15.5 back (**e**) and hindlimb (**f**) muscles of wild-type mice (mean ± SEM, *n* ≥ 3 animals). Scale bar: 10 µm. Source data are provided as a Source Data file.

Next, we asked whether gene expression profiles characterizing proprioceptor muscle identity at p1 were already present at earlier developmental stages. We analyzed correlation in expression of transcripts defining Ba-, Ab-, and Li-pSN identities at p1 and e15.5. As expected, we found high correlation at p1 (Fig. 4c). In addition, strong co-expression patterns of the same signature genes were also observed at e15.5 (Fig. 4d). These data indicates that molecular features defining proprioceptor muscle identities are already present during embryonic development. To confirm this finding, we examined expression of *Tox* and *Gabrg1*, in e15.5 DRG neurons retrogradely labeled after rhodamine-dextran (RhD) injection either in back or hindlimb muscles. 

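Pearson's r was computed on logcounts for every pair of signature genes over the 291 p1 cells kept, and within each of 6 libraries with at least 10 of them. Over pooled cells the mean r was 0.355 for pairs of 1 signature and -0.141 for pairs of different signatures, a difference of 0.496. Within libraries the difference was 0.207 (SD 0.133, range 0.0675 to 0.351), positive in 6 of 6 libraries. An exact two-sided sign-flip test over libraries gave p = 0.0312, the smallest it can give with 6 libraries. Since the libraries may differ in level and mouse line, the test asks only whether the sign recurs across them. After Benjamini-Hochberg adjustment over the 14 exact tests of correlations made at both ages it was 0.0486. Within libraries the mean r was 0.178 for Ba-pSN pairs, 0.173 for Li-pSN pairs and 0.105 for Ab-pSN pairs. Own pairs exceeded pairs with other signatures by 0.229 for Ba-pSN and 0.205 for Li-pSN genes, in 6 of 6 libraries each, with the same p and adjusted value. For Ab-pSN genes the excess was 0.122, in 4 of 6 libraries (exact two-sided p = 0.312, adjusted 0.337). Among 10000 random lists matched on mean expression, the percentile of the mean r was 96.0 for Ba-pSN, 100.0 for Li-pSN and 91.48 for Ab-pSN genes. Thinning cells to 10000 UMIs moved the difference most, to 0.0975 (exact two-sided p = 0.125). The excess of Li-pSN genes then was 0.101 (exact two-sided p = 0.156) and that of Ba-pSN genes 0.0850 (exact two-sided p = 0.281). The Ba-pSN call was also lost by Spearman's rho (0.211, exact two-sided p = 0.0625) and with no filter beyond 1000 UMIs (0.205, exact two-sided p = 0.0625). With any 1 of the 6 libraries left out, no exact p below 0.0625 can be reached.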

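At e15.5, over the 199 proprioceptor-like cells, the mean r of same-signature pairs was 0.199 and that of different-signature pairs -0.121, a difference of 0.319. Within the 7 libraries with at least 10 cells the difference was 0.250 (SD 0.109, range 0.111 to 0.433), positive in 7 of 7. The exact two-sided sign-flip p was 0.0156, the smallest that 7 libraries allow, and the adjusted value 0.0365. Mean r within libraries was 0.326 for Ba-pSN pairs (positive in 7 of 7 libraries), 0.145 for Li-pSN pairs (7 of 7) and 0.135 for Ab-pSN pairs (5 of 7). Own pairs exceeded pairs with other signatures by 0.401 (Ba-pSN) and 0.240 (Li-pSN), each with the p and adjusted value given for the difference. In cells thinned to 10000 UMIs the mean r of Ba-pSN pairs fell to 0.0543 (positive in 4 of 7 libraries, exact two-sided p = 0.219, smallest possible 0.0156). The excess of own pairs was then 0.112 for Ba-pSN and 0.291 for Li-pSN genes, in 7 of 7 libraries each. For Ab-pSN genes the excess of 0.230 was found in 5 of 7 libraries (exact two-sided p = 0.0625, adjusted 0.0875), and in cells thinned to 10000 UMIs it was 0.282 (exact two-sided p = 0.0312). The percentiles among matched random lists were 99.98 for Ba-pSN, 100.0 for Li-pSN and 97.0 for Ab-pSN genes. The study chose the signatures at p1, on other cells than those of e15.5. *C1ql2*, *Gabrg1*, *Pou2f2* and *Pde1c* are also in Fig. 1g, the paper's panel of genes that differ among e15.5 clusters. For these genes the e15.5 cells are not independent evidence. In libraries with at least 20 cells, of which there are 4, the difference was 0.227 (exact two-sided p = 0.125, the smallest that 4 libraries allow), the setting that changed the call. With all cells thinned to 10000 UMIs the difference was 0.223 at e15.5 and 0.0975 at p1, so p1 minus e15.5 was -0.126. The size depends on the setting: -0.0429 in unthinned cells and -0.125 to -0.0220 over all other settings. Without 1 library it ran from -0.162 (p1 library 4 left out, two-sided permutation p = 0.0581) to -0.0671 (e15.5 library 1 left out). None of these passed. Permuting the age labels of the 13 libraries gave a two-sided p of 0.166 over 1716 splits (smallest possible 0.000583), adjusted 0.211. Age, mouse line and, by the paper's account, the way cells were isolated differ together between these sets; the sample labels say that cells of both ages were sorted. From the correlation among p1 signature genes at e15.5, the paper reasons that features of muscle identity are already present in the embryo.

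**Figure D2:**
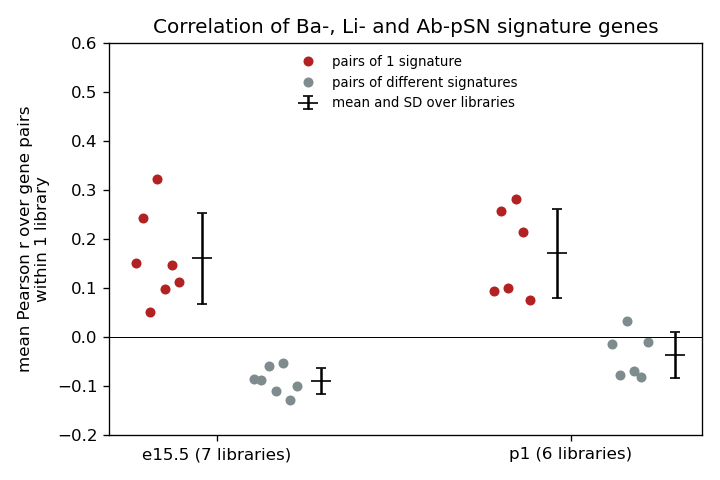
Mean Pearson's r within each library for pairs of genes of the same signature and of different signatures, at e15.5 (7 libraries) and p1 (6 libraries), with mean and SD.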

As previously observed for postnatal stages, we found that expression of *Tox* and *Gabrg1* in embryonic proprioceptors is predictive of their specific peripheral connectivity patterns, with *Tox* labeling RhD^+^; *Pv*^*+*^ back-innervating neurons and *Gabrg1* hindlimb-innervating ones (Fig. 4e, f and Supplementary Fig. 4b). Finally, we examined expression of p1 muscle-type markers (*Tox*, *Gabrg*, and *C1ql2*) in proprioceptor clusters identified at e15.5. 

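The 18 p1 signature genes were tested among the 6 e15.5 subclusters of proprioceptor-like cells. Of the 16 with enough UMIs, 14 passed an adjusted p of 0.05 over all tested genes and 15 passed when adjusted over the list alone. The number ran from 10 to 16 over the other settings, lowest in sums of at least 10 cells (12 tested, and no sum for subclusters 3 and 5), and from 13 to 14 without each of 8 libraries in turn. *Tox* stood at 5.33, 68.9, 0.610, 19.0, 100.2 and 11.7 CPM in subclusters 1 to 6. It was highest in subcluster 5 (118 to 131 in 3 libraries; 26 of 26 cells with a UMI) and subcluster 2 (44.8 to 102 in 6 libraries; 40 of 45 cells), and subcluster 4 came next with 15 of 31 cells. The adjusted p of *Tox* by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 2.63e-07. With the library as a block *Chodl* did not pass (0.127 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 8.62e-15 to 0.127 over the other settings). Subcluster 5 is also the one with most *Trpv1* UMIs. The segmental level of the cells is not known here, and a block on libraries of 1 level each would also remove differences between levels.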

We found that *Tox* expression characterizes three clusters (pS3, pS5 and pS6) two of which have predominant thoracic component, including the *Trpv1*^*+*^ neurons in pS6, that represent Ba-pSN (Fig. 1d–f, Supplementary Fig. 1k and Supplementary Fig. 7). 

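*Gabrg1* was highest in e15.5 subclusters 4 and 3, at 86.2 CPM (6.70 to 265 in 4 libraries) and 50.0 CPM (7.19 to 74.7 in 3 libraries), against 0.815 to 5.96 CPM in the others. A UMI was found in 15 of 31 cells of subcluster 4 and 12 of 25 of subcluster 3, but also in 16 of 39 of subcluster 6, at 5.96 CPM. *C1ql2* was highest in subcluster 1, at 25.2 CPM (2.15 to 46.0 in 4 libraries; 22 of 33 cells), followed by 7.32 CPM in subcluster 3 and 0.213 to 1.66 in the rest. Adjusted p values by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 1.40e-05 for *Gabrg1* and 1.96e-05 for *C1ql2*. *Gabrg1* could not be tested in 1 of the 8 other settings; in all that tested them both genes passed the threshold.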

Consistent with Li-pSN, *Gabrg1* was found in two clusters (pS2 and pS7) whose neurons originate mainly from lumbar DRG, while *C1ql2* expression characterizes pS1, the only cluster formed by a majority of thoracic neurons, thus supporting Ab-pSN identity (Fig. 1d–f, Supplementary Fig. 1k and Supplementary Fig. 7).

Altogether these data indicate that molecular profiles of proprioceptor muscle subtypes identified at p1 are already present at e15.5 and part of developmental programs arising at embryonic stages before end-organ receptor identity consolidates^14,15^. Indeed, expression of molecular signatures recently identified for Ia, Ib and II receptor subtypes do not start being correlated in our datasets until p1 (Supplementary Fig. 5).

### Ephrin-A/EphA signaling controls proprioceptor muscle targeting

The presence of molecular correlates of proprioceptor muscle character at early developmental stages suggests that signature genes defining different subtypes may be involved in the acquisition of their identities. 

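Among e15.5 subclusters 1 to 6, *Efna5* (ENSMUSG00000048915, chromosome 17, 62604184 to 62881317) stood at 6.97, 19.1, 18.0, 40.9, 10.0 and 25.3 CPM and *Epha3* (ENSMUSG00000052504, chromosome 16, 63543534 to 63864175) at 31.6, 50.0, 14.0, 9.74, 63.0 and 11.3. *Efna5* was highest in subcluster 4 (30.2 to 44.7 in 4 libraries), where *Epha3* was lowest (0 to 13.4 in 4 libraries). *Epha3* was highest in subclusters 5 (34.2 to 72.6 in 3 libraries) and 2 (26.8 to 91.4 in 6 libraries), those highest in *Tox*. Adjusted p values by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.00313 for *Efna5* and 2.69e-06 for *Epha3*. With the library as a block that of *Efna5*, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, was 0.242 (3.05e-10 to 0.242 over the 8 other settings). Such a block also removes differences between levels if each library holds 1 level. At p1 *Efna5* was highest in cluster 7, at 192 CPM (171 to 197 in 2 libraries), and 14.7 to 86.3 elsewhere. *Epha3* was lowest in cluster 7, at 7.13 CPM (6.86 to 8.28 in 2 libraries), and 14.1 to 28.2 elsewhere. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment the p1 values were 0.00212 for *Efna5* and 0.138 for *Epha3*, which did not pass. *Epha3* passed under 5 of 8 other p1 settings (adjusted p 0.000103 to 0.640 over all 8, DESeq2's test among them and otherwise by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 0.0413 with no filter on low counts and 0.000103 for clusters from the 2000 most variable genes. Cell by cell, r between both genes within libraries was -0.156 at e15.5 (negative in 4 of 7 libraries) and -0.0153 at p1 (negative in 3 of 6). Exact two-sided sign-flip tests gave p = 0.219 (adjusted 0.255; smallest possible 0.0156) and p = 0.781 (adjusted 0.781; smallest possible 0.0312). The sign was positive at e15.5 in libraries with at least 20 cells (0.0448), and at p1 by Spearman's rho (0.0313), without library 5 (0.00994) and without library 6 (0.0211).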

Strikingly, the expression of *Efna5* and *Epha3* - members of the ephrin-A and EphA family of axon guidance ligands and receptors - distinguishes Ba- and Li-pSN (Figs. 3e, 4c, d, Supplementary Fig. 6a and Supplementary Fig. 7). Moreover, we found that other members of the EphA receptor family (*Epha4*, *Epha5*, and *Epha7*) are also differentially expressed in proprioceptor clusters, both at e15.5 and p1 (Fig. 5a). 

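At e15.5 *Epha4* stood at 15.4, 33.1, 6.41, 33.5, 52.7 and 31.5 CPM in subclusters 1 to 6, *Epha5* at 19.3, 35.8, 5.19, 23.3, 44.8 and 5.11, and *Epha7* at 252, 230.4, 66.8, 18.8, 329.6 and 66.4. All were highest in subcluster 5 (*Epha4* 27.8 to 92.7 in 3 libraries, *Epha5* 25.3 to 112 in 3 libraries, *Epha7* 278 to 365 in 3 libraries). Adjusted p values by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.0168 for *Epha4*, 0.00125 for *Epha5* and 2.66e-09 for *Epha7*. *Epha4* did not pass under 4 of 8 other settings (2.37e-10 to 0.312 over all 8, DESeq2's test among them and otherwise by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and had an adjusted p of 0.0670 without library 6. Of the 4, sums of at least 10 cells lack subclusters 3 and 5. In p1 clusters 1, 2, 4, 5, 6 and 7, *Epha4* stood at 67.0, 70.6, 118, 106, 55.9 and 41.0 CPM, *Epha5* at 24.1, 34.3, 45.7, 26.7, 67.3 and 8.98, and *Epha7* at 45.0, 82.7, 67.7, 85.9, 101 and 18.5. The p1 values by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.0170 for *Epha5*, 0.0688 for *Epha4* and 0.0955 for *Epha7*; the latter pair did not pass. *Epha5* lost its call with the library as a block (0.119 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 3.58e-05 to 0.119 over the 8 other settings), without library 2 (0.242) and without library 5 (0.0668). *Epha4* passed with the library as a block (0.0307 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), without library 3 (0.0483) and under 4 more settings (at most 0.174 over all 8). *Epha7* passed with no filter on low counts (1.04e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), for clusters from the 2000 most variable genes (0.00028) and without library 1 (and so without cluster 5; 0.0296). In p1 cluster 7 all 3 receptors were at their lowest.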

We validated these findings in vivo by characterizing expression of *Efna5* and *Epha3* in proprioceptors labeled in *Pv; tdT* and *Trpv1*; *Pv; tdT* mice at e15.5 and p1 (Fig. 5b and Supplementary Fig. 6b–d). In addition, we further confirmed these data by analyzing *Efna5* and *Epha3* expression in *Pv*^+^ sensory neurons retrogradely labeled after CTB injection in back and hindlimb muscles. We found that the majority of CTB^+^; *Pv*^*+*^ neurons connected to hindlimb muscle expressed *Efna5* but not *EphA3* (Fig. 5c). Conversely, all the proprioceptors labeled after CTB injections in ES muscle expressed *Epha3*, but not *Efna5* (Fig. 5d). These data show that *Efna5* and *Epha3* are differentially expressed in Ba- and Li-pSN neurons, suggesting a function in controlling target specificity, an intriguing possibility considering the prominent role of ephrins and their receptors in axon guidance during development of the nervous system^28^. In order to test whether ephrin-A5 controls proprioceptor peripheral connectivity, we injected CTB in hindlimb muscles of mice lacking ephrin-A5 function (*Efna5*^−/−^; Fig. 5e)^29^. First, to assess labeling specificity and whether elimination of ephrin-A5 was affecting motor neuron connectivity we examined the position and number of retrogradely labeled motor neurons. As previously reported, we did not find any significant difference in motor neuron muscle connectivity in *Efna5*^−/−^ mice (Supplementary Fig. 6e, f)^30^. Next, we examined the number of retrogradely labeled proprioceptors, as well as the ratio of proprioceptor to motor neuron labeling, and found a significant increase in the number of neurons retrogradely labeled from the TA muscle, and a similar trend, although not significant, for the GS muscle, whose proprioceptors are only partially defined by *Efna5* expression (Fig. 5c, f, g and Supplementary Fig. 6g).

**Fig. 5:**
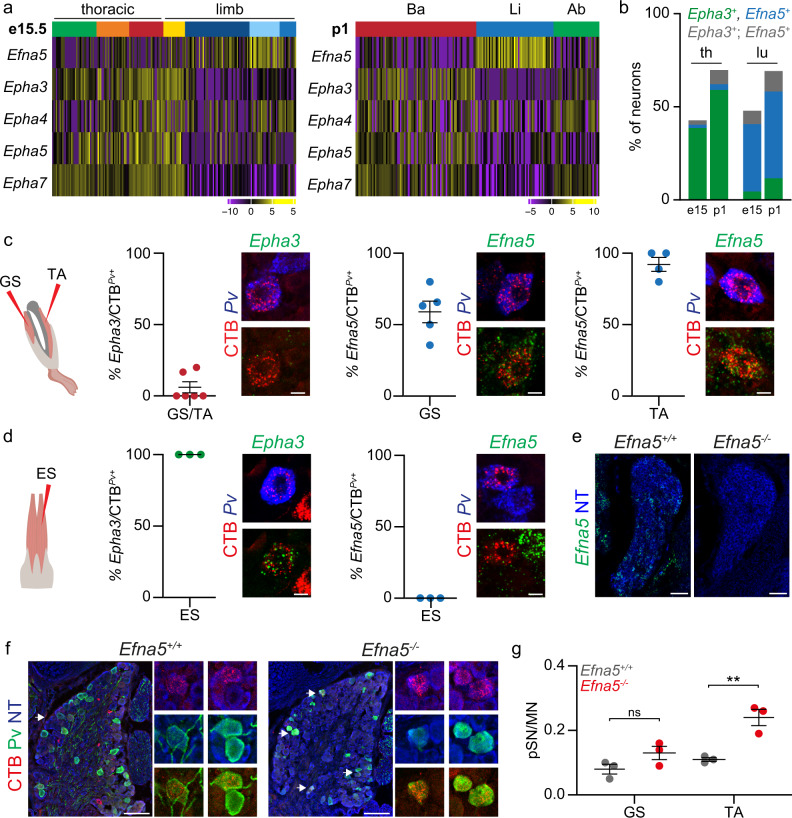
Elimination of ephrin-A5 function erodes the specificity of muscle connectivity. **a** Gene expression analysis (logcounts) of ephrin-A/EphA family members differentially expressed in proprioceptor clusters identified at e15.5 (thoracic origin: green, orange, red; lumbar origin: yellow, dark blue, light blue, and blue) and p1 (back: red; hindlimb: blue; abdominal: green). **b** Percentage of *Pv*^+^ or tdTomato^+^ sensory neurons expressing *Epha3* (green), *Efna5* (blue) or *Epha3; Efna5* (gray) at thoracic and lumbar levels in either e15.5 or p1 *Pv*^*Cre*^*; Ai14* mice (mean ± SEM, *n* ≥ 2 animals). **c** Representative smFISH images and quantification of *Epha3* (left) and *Efna5* (center/right) expression in *Pv*^+^sensory neurons retrogradely labeled after CTB injection in gastrocnemius (GS), and tibialis anterior (TA) muscles of p1 wild-type mice (mean ± SEM, *n* ≥ 4 animals). Scale bar: 10 µm. **d** Representative smFISH images and quantification of *Epha3* (left) and *Efna5* (right) expression in *Pv*^+^ sensory neurons retrogradely labeled after CTB injection in the erector spinae (ES) muscle of p1 wild-type mice (mean ± SEM, *n* = 3 animals). Scale bar: 10 µm. **e** Representative smFISH images of *Efna5* expression in lumbar DRG of p1 *Efna5*^*+/+*^ and *Efna5*^*-/-*^ mice. Scale bar: 25 µm. **f** Representative images of Pv^+^; CTB^+^ sensory neurons retrogradely labeled after CTB injection in the tibialis anterior (TA) muscle of p1 *Efna5*^*+/+*^ (left) and *Efna5*^*−/−*^ (right) mice. Scale bar: 100 µm. **g** Ratio of proprioceptor (Pv^+^) per motor neuron labeled after CTB injection in the gastrocnemius (GS) and tibialis anterior (TA) muscles of p1 *Efna5*^*+/+*^ (gray) and *Efna5*^*−/−*^ (red) mice (mean ± SEM, *n* = 3 animals, two-tailed *t*-test, ns *p* > 0.05, **p < 0.01, p-values 0.12 GS and 0.007308 TA). Source data are provided as a Source Data file.

Thus, these data show that elimination of ephrin-A5 function erodes the specificity of hindlimb muscle connectivity and indicate that the molecular signatures of muscle subtypes comprise programs controlling defining features of proprioceptor muscle-type identity.

## Discussion

This work defines the molecular signatures underlying proprioceptor subtypes defined by their muscle connectivity. We found that molecular distinctions emerge during embryonic development before the onset and consolidation of receptor character and comprise programs that control the specificity of muscle connectivity. These findings set the stage for defining the mechanisms controlling the acquisition of proprioceptor identity at a single muscle level and the generation of a toolbox for analyzing the physiological roles of proprioceptor subtypes and define the contribution of sensory feedback from different muscle groups in the control of movement and the generation of the sense of body position in space.

We identified and validated molecular signatures for proprioceptor innervating cardinal muscle groups: back (*Tox*, *Epha3*), abdominal (*C1ql2*), and hindlimb (*Gabrg1, Efna5*). Markers for back and abdominal subtypes (*Tox* and *C1ql2*) account for almost the entire proprioceptor population in thoracic DRG (~ 88%; Fig. 3g), thus indicating that our approach comprehensively captured most of the neurons innervating muscles at trunk level. In contrast, both *Gabrg1* (~46%) and *Efna5* (~66%) alone only capture about half of limb-innervating proprioceptors each, but together they account for about 75% of Pv^+^ sensory neurons in lumbar DRG (Figs. 3g and 5b and Supplementary Fig. 3j). The anatomical complexity of limbs, comprising 39 different muscles in the mouse hindlimb^31^, is consistent with a model requiring a combination of multiple molecules in order to represent the whole compartment. The presence of multiple clusters associated with general back and hindlimb identities at e15.5 indicate that their molecular makeup may already capture features of more fine-grained identities defined according to specific anatomical (i.e.: rostral vs. caudal back; dorsal vs. ventral limb) or functional (i.e.: synergist vs. antagonist) characteristics. However, our relatively small dataset makes the interpretation of these clusters difficult and increasing the number of cells analyzed will be necessary in future studies to shed light on the nature of these neurons.

Upon acquisition of a generic proprioceptor fate^32^, sensory neurons mature to develop functional features defined by their muscle and end-organ receptor identities. First, sensory axons navigate peripheral targets and innervate mechanoreceptive end-organs with precise ratios and distributions according to the biomechanical requirements of the innervated muscle^33^. In addition, each proprioceptor subtype needs to establish specific sets of connections with multiple neural targets in the central nervous system in order to relay sensory feedback to motor circuits controlling the activity of relevant muscles^6,34^. Our data support a model where proprioceptor muscle identity emerges as part of an embryonic genetic program controlling connectivity to its central and peripheral targets that is refined at later stages to include aspects of receptor-type character (MS and GTO), such as distinct physiological properties, whose diversification is influenced by neuronal activity^15^. In support of this view, signatures of proprioceptor muscle-type identities are clearly evident from e15.5, while group Ia, Ib, and II molecular profiles have been shown to emerge later and consolidate during postnatal development^14,15,35^. Accordingly, molecular correlates defining receptor identity are not immediately evident in the muscle-type profiles we identified at e15.5, but start emerging at p1. A notable exception is represented by *Tox* and *Chodl*, which have been previously proposed to represent markers of two groups of type II afferents (II_2_ and II_4_) at early postnatal stages^15^. These molecules define back (*Tox*) and hindlimb (*Chodl*) muscle subtypes in our analysis. Interestingly, groups II_2_ and II_4_ were found to be enriched in DRG at thoracic and lumbar levels respectively, thus confirming our results and indicating that the diversity observed in type II proprioceptors may already include signatures of muscle-type identity^15^. Altogether, these observations suggest that “receptor” features become superimposed to “muscle” character already present since early development in order to generate the final functional subtype identity. Future studies building on these findings bear the promise to define the developmental processes controlling proprioceptor specification from general proprioceptive fate determination to the acquisition of muscle-type identity and maturation of physiological characteristics at receptor level.

The specificity with which proprioceptors innervate respective muscle targets in the periphery and synaptic partners in the central nervous system provides the circuit basis for the function of spinal sensorimotor circuits^36^. Our data shows that the ephrin-A/EphA family of axon guidance molecules is an important regulator of proprioceptor peripheral connectivity. We found that differential expression of *ephrin-A5* and four EphA receptors (*EphA3*, *EphA4*, *EphA5*, and *EphA7*) delineate a distinction between hindlimb- and abdominal/back-projecting proprioceptors, and perturbation of ephrin-A5 function leads to an erosion in the specificity of muscle connectivity. The phenotype indicates that Efna5 may be part of a developmental program controlling the precision of muscle innervation. Ephrin signaling is known to have important roles in the guidance of somatosensory and motor axons to their peripheral targets^28^. It has been shown that at early embryonic stages nascent sensory axons track along motor axons en route to their peripheral targets and trans-axonal interactions control navigation of sensory neurons to axial targets^37^. In particular, interactions between EphA3/4 in motor axons and ephrin-A2/A5 in somatosensory axons have been shown to control innervation of the epaxial compartment by sensory neurons. In their absence, epaxial sensory nerves are re-routed to hypaxial targets^38^. We observed a significant increase in the number of proprioceptors innervating the tibialis anterior muscle in mice lacking ephrin-A5, indicating that excessive limb muscle innervation might result from mistargeting of axons originally directed to another muscle compartment whose identity remain elusive. However, we did not observe any difference in the connectivity to a representative back muscle, as the number of pSN retrograde labeled after CTB injection in the erector spinae muscle of Efna5^−/−^ and control mice was unaffected (Supplementary Fig. 6h-k). Ephrin-A/EphA signaling also controls the choice of limb-innervating motor neurons to invade either the dorsal or ventral half of the limb mesenchyme and could influence muscle by muscle dependence of proprioceptive axon innervation specificity^30,39,40^. Because of the intricacy of ephrin-Eph signaling^28^, it will be necessary to carefully analyze the expression pattern and function of different ligands, receptors, and coreceptors in order to define the molecular logic governing guidance of proprioceptors to their specific peripheral targets.

The importance of proprioceptive sensory feedback in motor control is clearly evident in mouse models where proprioceptor development or function is perturbed. Degeneration of muscle spindles in Egr3 mutant mice result in ataxia and, similarly, loss of most proprioceptors in absence of Runx3 function results in severe coordination phenotypes^41–43^. Moreover, elimination of the mechanosensory transduction channel Piezo2 in proprioceptors leads to severely uncoordinated body movements and limb positions^44^. Despite the critical role of proprioception for the generation of coordinated movement, it is still not understood how proprioceptive feedback from different muscles and receptor subtypes integrates with motor commands and other sources of sensory input to adjust motor output and generate the sense of body position in space^45,46^. This is mainly due to the fact that behavioral studies have been hampered by the lack of tools allowing precise access to different functional subtypes of proprioceptors. The identification of molecular signatures for proprioceptor muscle subtypes opens the way for the generation of genetic and viral tools to selectively access distinct channels of proprioceptive information and bears the promise to determine their roles in motor control.

## Methods

### Animal experiments

All animal experiments were performed in compliance with the German Animal Welfare Act and approved by the Regional Office for Health and Social Affairs Berlin (LAGeSo) under license numbers G0148/17 and G0191/18.

### Animal models

Mice were housed in standardized cages under 12 h light-dark cycle with food and water *ad libitum*. For this study the following mouse lines were used *Pv*^*Cre* ^^27^, *Pv*^*Flp* ^^25^, *Pv*^*tdTom* ^^17^, *Trpv1*^*Cre-Basbaum* ^^23^, *Trpv1*^*Cre-Hoon* ^^22^, *Ai14*^24^*, Ai65*^25^, and *Efna5*^−/−^^29^.

### Single-cell isolation

Dorsal root ganglia were dissected separately from thoracic (T1-T12) and lumbar (L1-l5) segments and collected in F12 medium with 10% FHS (Fetal horse serum) on ice. Next, DRG were incubated in F12/FHS with 0,125% collagenase (Sigma C0130) for 1 h (p1) or 30 min (e15.5) at 37 °C. After 3 washes with PBS DRG were transferred to 0,25% trypsin solution (Gibco 15050-065) and incubated for 15 min at 37 °C. Afterwards, DRG were mechanically triturated using a fire polished Pasteur pipette until a homogenized solution was visible followed by a centrifugation step at 200 × *g* for 10 min. The final cell pellet was resuspended in HBSS (10 mM HEPES, 10 mM Glucose) and the resulting cell suspension either applied to fluorescence-activated cell sorting (FACS) (e15.5) or manual cell picking under an inverted fluorescent microscope (p1). Single tdTomato^+^ cells were sorted into individual wells containing lysis buffer and stored at −80 °C until further processing.

### Single-cell RNA sequencing

For cDNA library preparation the CEL-Seq2 protocol was used as previously described^18^. We sequenced 960 cells (480 from T1-T12 and 480 from L1-L5) at e15.5 and 576 (96 thoracic and 96 lumbar from *Pv*^*Cre*^*; Ai14*; 96 thoracic and 96 lumbar from *Trpv1*^*Cre-Basbaum*^*; Pv*^*Flp*^*; Ai65*; 96 thoracic and 96 lumbar from *Trpv1*^*Cre-Hoon*^*; Pv*^*Flp*^*; Ai65*) at p1. The libraries were sequenced on an Illumina NextSeq500 platform with high-output flow cells by the Next Generation Sequencing Core Facility of the Max-Delbrück Center for Molecular Medicine.

### Single-cell analysis

For both datasets (e15.5 and p1) we used the scruff v1.4.0 package (R package version 1.12.0) to demultiplex, map, and generate count matrices. Then, we evaluated each dataset statistics using Scater v1.14.6R package. To increase the quality of the experiments, we individually removed low-quality cells based on low total gene counts (> quantile 0.3), low gene abundance (> quantile 0.3), and high mitochondrial gene values cells (<quantile 0.75). 519 out of 960 e15.5 cells and 244 out of 576 p1 cells passed quality control criteria. After log-normalization, we used the scran v1.14.1 “buildKNNGraph” and “cluster_walktrap” functions with default parameters to define each dataset cell populations and subclusters. Finally, we assigned gene markers to each population using “findMarkers” function from the scran with default parameters. For single-cell analysis R v3.6.2 environment was used to generate the results, statistical analysis and graphical evaluation of the datasets.

### Dissection and tissue processing

Postnatal mice were anesthetized by intraperitoneal injection of 120 mg/kg ketamine and 10 mg/kg xylazine and transcardially perfused with PBS and 4% PFA in 0.1 M phosphate buffer. To expose the spinal cord a ventral laminectomy was performed and the tissue post-fixed O/N in 4% PFA at 4 °C. The next day tissue was washed three times with ice-cold PBS and transferred to 30% sucrose in PBS for cryoprotection at 4 °C O/N. Tissue was embedded in Tissue-Tek OCT embedding compound and stored at −80 °C. 16 µm tissue sections for immunohistochemistry were acquired at a cryostat, dried for 1 h and either directly used or frozen at −80 °C.

### Immunohistochemistry and fluorescent in situ hybridization

For immunohistochemistry dry tissue sections were washed for 10 min with PBS followed by another 10 min incubation of 0.1% Triton-X-100 in PBS (0.1% PBX) for permeabilization. The following primary antibodies were diluted in 0.1% PBX and incubated O/N at 4 °C: Ch-anti-Pv (1:5000, generous gift from Susan Brenner-Morton), Goat-anti-ChAT (1:200, Millipore #AB144P), GP-anti-vGluT1 (1:5000, generous gift from Susan Brenner-Morton), Rb-anti-dsRed (1:1000, Takara #632496) and Rb-anti-RFP (1:500, Rockland #600-401-379). Next, slides were washed three times for 5 min with 0.1% PBX followed by secondary antibody/NeuroTrace incubation for 1 h at room temperature (RT). Secondary antibodies (Jackson Immuno Research Laboratories) and NeuroTrace (Life Technologies) were diluted in 0.1% PBX as following: Cy3, Alexa488 (1:1000), Cy5 (1:250), and NeuroTrace (1:250). After staining with secondary antibodies slides were washed three times with 0.1% PBX and subsequently mounted with Vectashield antifade mounting medium. For fluorescent in situ hybridization the RNAscope Multiplex Fluorescent Kit v2 (ACDBio) with a modified manufactures protocol was used. Tissue sections were acquired as described above. Sections were dried, fixed with ice-cold 4% PFA in PBS for 15 min and dehydrated in a series of 50%, 70% and 100% ethanol for 5 min each. Afterwards, sections were treated with hydrogen peroxide solution for 15 min at RT to block endogenous peroxidase activity followed by another wash with 100% ethanol for 5 min. Next either Protease IV (postnatal tissue) or Protease III (embryonic tissue and sections from CTB tracing experiments) was applied for 30 min at RT. After three washes with PBS, probes were applied and hybridization performed in a humified oven at 40 °C for 2 h. The following probes were used in this study: Mm-Epha3-C1, Mm-Tox-C1, Mm-C1ql2-C1, Mm-Efna5-C2, Mm-Trpv1-C2, Mm-Pvalb-C2, Mm-Pvalb-C3, Mm-Gabrg1-C3, and Mm-Runx3-C3. Following hybridization, amplification was performed using Amp1, Amp2, and Amp3 each for 30 min at 40 °C. For detection each section was treated sequentially with channel specific HRP (HRP-C1, HRP-C1, HRP-C3) for 15 min, followed by TSA mediated fluorophore (Akoya Bioscience, Opal 520, Opal 570, and Opal 690) binding for 30 min and final HRP blocking for 15 min (all steps at 40 °C). When necessary additional immunostaining was performed as described above. Images were acquired with a Zeiss LSM800 (ZENblue v 3.4.8) confocal microscope. Cell bodies (evaluated by Nissl staining) colocalizing with ≥5 puncta were counted positive. For quantification ImageJ2 v 2.3.0/153f and Adobe Photoshop v 25.4.1 (count tool) were used.

### Tissue clearing and light-sheet microscopy

Mice were anesthetized and transcardially perfused as described above. Afterwards, spinal cord and/or DRG were extracted after ventral laminectomy and postfixed in 4% PFA for 2 days at 4 °C. DRG were kept separately and embedded into 1% low melt agarose in OptiPrep (Sigma) after post fixation. Tissue clearing was performed as previously described with modifications^47^. In short, tissue was transferred to CUBIC1 (25 wt% Urea, 25 wt% N,N,N′,N′-tetrakis(2-hydroxypropyl) ethylenediamine, 15 wt% Triton X-100) and incubated at 37 °C shaking. Every other day CUBIC1 solution was exchanged until tissue appeared transparent (spinal cord ~4 days, DRG ~1–2 days). Afterwards, samples were washed for 1 day with PBS at RT, refractive index matched with EasyIndex (LifeCanvas Technologies) at 37 °C and imaged with the ZEISS Light-sheet Z.1 (ZENblack v 3.1). For image analysis and video rendering Arivis Vision4D v3.5.1 (Arivis AG) and Imaris v9.8.0 (Oxford Instruments) was used.

### Retrograde labeling of proprioceptors and motor neurons

For retrograde labeling of p1 proprioceptors, mice were anesthetized with isoflurane and a small incision on the skin was made to expose the muscle of interest. 50 nl of a 1% solution of Alexa555-conjugated CTB (Life Technologies) was injected with a glass capillary into the desired muscles. Animals were sacrificed and perfused after 3 days. For retrograde labeling of e15.5 proprioceptors, embryos were dissected in ice-cold artificial cerebrospinal fluid and pinned down. Next, skin from limb or back muscles was removed and 20% rhodamine dextran (Life Technologies) injected into the desired muscle using a pulled glass capillary. Afterwards, embryos were incubated in circulating oxygenated artificial cerebrospinal fluid (5% CO2, 95% O2) for 6 h at 27 °C and fixed with 4% PFA.

### Statistics and reproducibility

Details for statistical analysis and number of samples are indicated in figure legends. Significance for *t*-tests was defined as *p < 0.05; **p < 0.01; ***p < 0.001.

For immunostaining, smFISH and tracing experiments, replicates were performed in *n* ≥ 3 animals even in cases where only representative images were presented in the figure.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Movie 1

Supplementary Movie 2

Reporting Summary

## Data Availability

Single-cell-transcriptome data is accessible at the NCBI GEO repository, accession code: GSE190605. Source data are provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

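Single cells of dorsal root ganglia were analysed from 10 libraries at e15.5 (960 wells) and 6 libraries at p1 (576 wells). For both ages the authors made CEL-Seq2 libraries, demultiplexed and mapped the reads, and counted UMIs per gene and well with the R package scruff. The deposited values are these counts, with no cell or gene filtered out; they were checked to be whole numbers with totals that differ between wells, 96 wells per library and no unused column. No 2 cells had identical counts, and no library repeats another (smallest chi-square per degree of freedom between libraries 5.78 at e15.5 and 3.56 at p1). The genome build and annotation the authors counted on are not given in the sources used here. Ensembl IDs were matched to GENCODE M21 (GRCm38) for symbols, gene types and places. IDs without a symbol there held 0.0656% of the counts at e15.5 and 0.0536% at p1. Samples were grouped by age alone. The level and mouse line of a library are not given in the sources used here, and the comparisons that rest on them (origin of cells per cluster, *Hoxc10* by level, cells of each line per cluster) were not made. Receptor-type signatures were not analysed.

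Quality filters followed the paper's Methods: cells above the 0.3 quantile of UMIs and of detected genes and below the 0.75 quantile of the mitochondrial share of an age. Passing cells were log-normalized by library size factors with scater (version 1.30.1) and clustered with scran (version 1.30.0) and igraph (version 2.1.4) in R (version 4.3.3), with 10 neighbors, 50 principal components and walktrap. Wells with 2 cells were not removed; they were looked for by *Xist* and Y-linked UMIs together. A cluster was named glia-like when at least 3 of 6 glia markers were found in at least 0.5 of its cells and 1 was among its 10 leading genes. Otherwise it was named proprioceptor-like when all 4 proprioceptor markers were found in at least 0.5 of its cells, and mechanoreceptor-like or proliferating-like when at least 3 markers were and 1 was leading. A cluster of far lower depth than its libraries stayed unnamed unless a marker led it, which touched clusters only where no filter beyond 1000 UMIs was used. The rule was chosen after the clusters were seen. Lists of mechanoreceptor, postmitotic sensory neuron, proliferating, glia, nociceptor and blood genes were fixed with the choices below; lists of mesenchymal, neuronal, endothelial and muscle genes were written after the leading genes of the clusters had been seen, with every leading gene left out of them. Some genes of the marker lists and 1 leading gene are not reported here.

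Counts summed per library and cluster (at least 5 cells) were tested with edgeR (version 4.0.16): filterByExpr, TMM, quasi-likelihood F test of any difference among clusters, Benjamini-Hochberg adjustment over all tested genes, threshold 0.05. On counts simulated from the real sums, 200 genes were raised 4-fold in the cluster with most sums, at a dispersion of 0.3. The test recovered 58.0% of the raised genes among 12732 genes for the e15.5 clusters. It recovered 56.5% among 11620 for the p1 clusters and 49.5% among 11820 for the e15.5 subclusters. Other genes made up 1.69%, 2.59% and 2.94% of its calls. The simulated sums were independent and their clusters were not formed from expression, so the rates need not hold for the real tests. Nor do they cover clusters with fewer sums. Sums of 1 library are paired by that library, since they come from 1 library preparation. Deviations of such sums from their cluster means, over 2000 genes, had a median r of 0.0686, 0.161 and 0.189 in the 3 tests. Sums of different libraries had -0.00562, -0.0481 and -0.0489, and some pairs of 1 library had a negative r (lowest -0.147, -0.139 and -0.208). The library as a block is given where it changes a call. The paper dissected thoracic and lumbar ganglia apart. If each library holds 1 level or mouse line, the block also removes differences between levels or lines.

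Correlations were computed in Python (version 3.11.15) with NumPy (version 2.4.6), pandas (version 2.3.3) and SciPy (version 1.17.1), on logcounts, within each library with at least 10 cells, and tested by exact sign flips over libraries. On simulated data with an expected r of 0.329 within lists the step gave 0.272 and 0.342, and with an expected r of 0 it gave -0.0354 (6 libraries of 40 cells, 4 genes per list). Random lists were drawn 10000 times among the 100 genes nearest in mean expression. For each signature the 20 genes with the highest median r with its mean at p1, detected in at least 10% of cells, were carried to e15.5. Thinning drew 10000 UMIs per cell without replacement and left out 21 p1 cells below that depth. Nuclear copies of mitochondrial genes were found with BLAST (version 2.17.0) at 95% identity over 80% of the copy. Plots were made with Matplotlib (version 3.10.9).

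Alternatives were quantiles within each library, filters of 3 median absolute deviations (scater), no mitochondrial filter, clustering with nothing held out, with 5 or 20 neighbors, on the 2000 most variable genes, by Louvain or with deconvolution size factors. For the tests they were the library as a block, a DESeq2 (version 1.42.0) likelihood ratio test, no filter on low counts and sums of at least 10 cells. For correlations they were Spearman's rho, thinned cells, no filter beyond 1000 UMIs, libraries of at least 20 cells, the signatures without *Hoxa10* and *Hoxb8*, and each library left out in turn. The tests, the marker lists and these alternatives were fixed before the data were examined. What they left open was set while the data were analysed: the number of UMIs for thinning, the share of cells in which a carried gene is detected and the width of matching for random lists. Alternatives chosen after seeing the data were clustering without annotated pseudogenes and mitochondrial genes, nuclear copies added to the mitochondrial share, and leaving out each library in the tests among clusters. Genes to name were fixed in advance: those in the paper's results text and in Figs. 1c, 3e, 4c and 5a, 7 genes of Fig. 1g, the marker lists, the first 5 genes of each list carried from p1, *Xist* and 4 Y-linked genes, and the 3 leading genes of each cluster as its description. The collagen genes *Col1a1* and *Col1a2* are named under that last rule. Counts of all genes that differ among clusters are given as percentages only, since those genes define the clusters.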

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

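The tests on the share of UMIs in the highest cells, on thinned cells, and on mesenchymal, neuronal, endothelial and muscle genes were chosen only after the result was seen, as was the use of quantiles within each library for p1 library 3, which replaced a first test that rested on the filter itself.

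In 3 of 30 groups of libraries tested, 1 library lay far from the others by Dixon's test at the 95% level; chance alone gives about 1 in 20 such groups, so some of these may be chance. In p1 library 3, 12 cells passed the quality filters, against 53 to 77 in the other p1 libraries. Its median well held 1409 UMIs, against 16784 to 79442. With no mitochondrial filter 17 passed, against 66 to 88, so most of its wells fell below the limits on UMIs or genes. Quantiles within each library pass about the same share of any library, so the 51 cells that pass then, against 51 to 63, decide nothing. Low depth of the library and cells with little RNA cannot be told apart. No biological explanation was tested, since level and mouse line are not known.

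*Gabrg1* stood at 229.6 CPM in the proprioceptor-like cells of p1 library 2, against 9.51 to 78.2 in the other 5. A few cells with most of the UMIs were tested as an explanation. The 5 highest cells held 41.7% of its UMIs, 87.3% of the cells had one, and in cells thinned to 10000 UMIs 59.4% still had one, against 6.45 to 26.1% elsewhere. The UMIs are therefore spread over many cells, which argues against that explanation. A difference in level or mouse line between the libraries stays open as untested.

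*C1ql2* stood at 11.2 CPM in p1 library 1, against 0 to 2.97 in the other 5. The 5 highest cells held 50.5% of its 91 UMIs there. A UMI was found in 37.5% of the cells, and in 8.45% (6 of 71) after thinning. A few cells with most of the UMIs and expression over many cells cannot be told apart at so few UMIs. Level and mouse line stay open as untested.

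Genes outside those the paper discusses gave a signal in the e15.5 clusters without sensory neuron markers (2, 5, 8 and 12; 206 cells). The median of 9 mesenchymal genes (*Pdgfra*, *Pdgfrb*, *Twist1*, *Twist2*, *Prrx1*, *Dcn*, *Lum*, *Postn*, *Col5a1*) was 256 CPM there and 0.800 CPM in the proprioceptor-like cells. It was higher in 8 of 8 libraries with at least 3 cells of both kinds, and 8 of the genes were found in at least 0.5 of the cells here, and 0 in at least 0.5 of the proprioceptor-like cells. The most abundant were *Postn* (1213 CPM) and *Col5a1* (973 CPM). These genes lie outside the rule for named genes and were chosen after the clusters were seen. Neurons that carry added transcripts from connective tissue are argued against, because the median of 8 neuronal genes stood at 22.4 CPM, 3.61% of the 620.3 CPM in proprioceptor-like cells. Low depth is argued against by proprioceptor-like cluster 9, with a median of 37589.5 UMIs per cell against 30858 to 45244 in these clusters, where the median of these genes was 677 CPM. Endothelial and muscle genes had medians of 2.98 and 0.135 CPM. Connective tissue cells among the sorted cells are a candidate explanation, found and tested on the same data. The sorting gates that would show how such cells came to be collected were not analysed here.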

How the results depend on the processing

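Clustering without pseudogenes and mitochondrial genes, nuclear copies added to the mitochondrial share, and leaving out libraries in the tests among clusters were tests chosen only after the result was seen. Of 95 values of the results under other settings, 81 kept their direction and their side of the threshold or, without a test, stayed within the spread or, for counts, within 1.5 times the main count; 5 lost the threshold, 6 without a test moved further and 3 changed sign. Of 63 values without 1 library, these numbers were 54, 6, 1 and 2.

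Filters of 3 median absolute deviations passed 858 cells at e15.5 and 512 at p1. With 20 neighbors there were 7 e15.5 clusters, and with 5 neighbors 11 subclusters and 11 p1 clusters. Thinning to 10000 UMIs lowered the share of *Trpv1* cells in subcluster 5 to 11.5%, the p1 correlation difference to 0.0975 and the correlation of the genes carried from p1 above random lists to 0.0428 (Ba-pSN), 0.0462 (Li-pSN) and -0.00364 (Ab-pSN), the last a change of sign. In libraries of at least 20 cells the correlation difference was 0.227 at e15.5 and 0.235 at p1, where 4 and 5 libraries allow no exact p below 0.125 and 0.0625. The r of *Efna5* and *Epha3* became 0.0448 at e15.5 in libraries of at least 20 cells and 0.0313 at p1 by Spearman's rho. Apart from the fewer libraries, the cause was not tested.

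Without each library in turn, the p1 correlation difference ran from 0.178 to 0.235, each time with too few libraries to pass, and that at e15.5 from 0.219 to 0.273, each time past the threshold. The p1 r of *Efna5* and *Epha3* ran from -0.0559 to 0.0211 and was positive without library 5 (0.00994) and without library 6 (0.0211). The number of p1 signature genes past the threshold ran from 5 to 14; the lowest, 5 of 15 tested, was without library 2, where cluster 7 has no sum.

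With the library as a block, which pairs the sums of 1 library, 13 marker genes passed among e15.5 clusters, 10 signature genes among p1 clusters and 12 among e15.5 subclusters. Where a library holds 1 level or mouse line, the block also removes differences between these. Beside the genes whose blocked values are given at the results, the block took the call of *Hoxc10* at e15.5 (0.0574 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it changed no other call.

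Calls of single genes were the same under other settings in 104 of 104 cases for markers among e15.5 clusters. Among e15.5 subclusters 147 of 171 were the same, 18 were lost and 6 gained, and among p1 clusters 130 of 168 were the same, 10 lost and 28 gained. Without 1 library the calls kept were 130 of 130, 169 of 174 (5 lost) and 106 of 124 (13 lost, 5 gained). A gene removed by a filter has no value under that setting. Some genes left out of a test for low counts were tested under other settings, where *Trpv1* at e15.5 and *C1ql2* at p1 were called by some and not by others. Libraries 3 and 4 gave no subcluster sums at e15.5, so leaving them out was not run there. Depth limits genes with few UMIs, above all *Trpv1*, *C1ql2*, *Clrn1* and *Rasgrf2*.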

Differences from the paper's values

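Tests on clusters made without pseudogenes and mitochondrial genes, and without each library in turn, were chosen only after the result was seen; the other settings named in this part were fixed before the data were examined. The e15.5 cells fell into 12 clusters, and the paper gives 5. Among the alternatives, 20 neighbors (7) came within 1.5 times the paper's number. The others did not: nothing held out (10), 5 neighbors (16), the 2000 most variable genes (14), quantiles within each library (12), Louvain (12) and deconvolution size factors (13). Without pseudogenes and mitochondrial genes, a setting chosen after seeing the values, there were 10. The p1 cells fell into 7 clusters, and the paper gives 4. Deconvolution size factors (6) came within 1.5 times the paper's number. Nothing held out (9), 5 neighbors (11), 20 neighbors (7), the 2000 most variable genes (9), quantiles within each library (9) and Louvain (7) did not. No setting gave the paper's number at either age. For subclusters of proprioceptor-like cells at e15.5, 6 were found beside the paper's 7, which was reached with nothing held out, on the 2000 most variable genes and by Louvain.

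The paper calls the cells with proliferation markers neurons with a mechanoreceptor signature. Here *Mki67*, *Mcm2* and *Pcna* were higher in clusters 2, 5, 8 and 12 than in the other clusters apart from the glia-like, 1 of which exceeded some of them in *Mki67* (364 CPM). In clusters 2, 5, 8 and 12 *Avil* stood at 10.1 to 21.2 CPM, *Isl1* at 10.1 to 16.6 CPM and the median of 8 neuronal genes at 22.4 CPM. On the paper's own markers, *Maf* was highest of these in clusters 5 and 12 (484 and 576 CPM) and *Ntrk2* in clusters 2 and 8 (140.2 and 125 CPM). *Maf* stood at 34.0 and 99.7 CPM in clusters 2 and 8, and *Ntrk2* at 45.5 and 6.51 CPM in clusters 5 and 12. Cluster 11 carried *Maf*, *Ntrk2*, *Avil* and *Isl1* together, the combination the paper gives for its postmitotic cluster.

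The paper lists *Epha4*, *Epha5* and *Epha7* as differentially expressed among clusters at both ages. Its Methods name findMarkers, which takes cells as replicates, and the values here take libraries. At e15.5 all 3 passed, *Epha4* not under every setting. *Epha4* lost its e15.5 call in sums of at least 10 cells (0.126 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; no sum for subclusters 3 and 5), with 20 neighbors (0.312), for subclusters from the 2000 most variable genes (0.240) or without pseudogenes and mitochondrial genes (0.0974), and without library 6 (0.0670). At p1 *Epha5* passed (0.0170 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) but not with the library as a block (0.119), without library 2 (0.242, and so without cluster 7) or without library 5 (0.0668), and *Epha4* (0.0688) and *Epha7* (0.0955) did not. *Epha4* was called with the library as a block (0.0307 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with no filter on low counts (0.00549), in sums of at least 10 cells (0.0464), with nothing held out (0.0495), for clusters from the 2000 most variable genes (0.000215) and without library 3 (0.0483). *Epha7* was called with no filter on low counts (1.04e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), for clusters from the 2000 most variable genes (0.00028) and without library 1 (0.0296, and so without cluster 5).

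The paper states that *Efna5* and *Epha3* separate hindlimb from back subtypes at both ages. Its evidence includes in situ hybridization in labeled mouse lines and in p1 neurons traced from back and hindlimb muscles, not examined here. The values here test for any difference among clusters that were not matched to muscle types, which is another measure. *Efna5* passed at both ages, though not at e15.5 with the library as a block (0.242 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). If each library holds 1 level, the block also removes differences between levels, so that value does not speak against the paper's statement. *Epha3* passed at e15.5, but not at p1 (0.138 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Epha3* was called at p1 with no filter on low counts (0.0413 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with nothing held out (0.0158), with 20 neighbors (0.0362) and for clusters from the 2000 most variable genes (0.000103). It was also called for clusters without pseudogenes and mitochondrial genes (0.00985 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a setting chosen after seeing the values, which drops 1 of the 12 signature genes called at p1 (*Pde1c*). The paper assigns all 18 signature genes to p1 clusters; of those tested, 12 of 17 passed. *Gda* (0.0556 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), *S100b* (0.0879), *Hoxa10* (0.267) and *Rasgrf2* (0.401) did not, and *C1ql2* was left out for low counts. All 5 were called for clusters from the 2000 most variable genes, where 18 of the 18 passed. With no filter on low counts 17 passed, *Rasgrf2* being the exception. *Gda* was also called with the library as a block, in sums of at least 10 cells, with nothing held out, and without library 1 (0.0226 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and so without cluster 5) or library 3 (0.0408). *S100b* was also called with the block, with nothing held out, without library 3 (0.0402 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and in the clusters without pseudogenes and mitochondrial genes. *Hoxa10* was also called in sums of at least 10 cells (0.0365 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 1.84e-07 to 0.886 over the other settings).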

Other observations

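The tests on *Trpv1*, on connective tissue, on copies of mitochondrial genes, on centred genes and on the depth of carried genes were chosen only after the result was seen, as were the assignments of clusters drawn within libraries, added once 100 drawn over all sums had been counted. For *Trpv1* a first criterion on thinned shares and a first comparison within libraries did not decide and were replaced, and both are given; for the copies, 1 test over both ages was split by age afterwards.

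*Hoxc10*, by which the paper checks lumbar origin, was read per library in proprioceptor-like cells. Its level was 55.4, 1.98, 41.9, 3.75, 18.4, 141, 129.8, 133, 124 and 152 CPM in e15.5 libraries 1 to 10, and 4.32, 49.8, 61.3, 13.0, 54.2 and 83.7 CPM in p1 libraries 1 to 6. Its share of cells with a UMI was 33.3, 20.0, 20.0, 16.7, 36.7, 88.9, 90.0, 100.0, 94.1 and 98.1%, and 18.1, 77.5, 50.0, 8.51, 68.0 and 48.7%. At e15.5 the shares fell into 2 groups that do not overlap, 16.7 to 36.7% in libraries 1 to 5 and 88.9 to 100.0% in libraries 6 to 10. Such a split would go with the paper's design, which took as many thoracic as lumbar cells. No such gap was seen at p1. The labels give no level, and none was assigned to a library from these values. Among e15.5 subclusters *Hoxc10* stood at 20.5, 115, 91.8, 83.1, 85.3 and 155 CPM, with an adjusted p of 0.00555 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (5.69e-75 to 0.0847 over the 8 other settings), lost under 4 of these settings and without library 1 (0.0532) or library 2 (0.0506). Among p1 clusters it was 0.432 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the gene was called there with no filter on low counts (3.16e-08) and in sums of at least 10 cells (0.0481), not under the other 6 settings (at most 0.972) nor without any library.

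The share of passing e15.5 cells in clusters 2, 5, 8 and 12 was 35.3, 61.4, 44.4, 53.1, 21.2, 79.4, 60.9, 30.6, 0 and 1.47% in libraries 1 to 10. Blood genes had a median of 657 CPM in cluster 5 and at most 28.9 CPM in the other e15.5 clusters, but were found in a median of 14.7% of the cells of cluster 5, so a few cells hold most of them. The paper does not report these genes. No biological explanation was tested, since the levels of the libraries are not known.

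*Trpv1* UMIs gathered in e15.5 subcluster 5. Free RNA would give a like share to all subclusters. The exact interval of the share there (50.0%, 29.9 to 70.1%) lies above that of the others (4.06 to 12.5%), of which 4 are at least as deep. Free RNA is therefore argued against, with cells and not libraries as replicates. By library the share in subcluster 5 was 2 of 9 cells in library 5 and 3 of 5 in library 10. The other libraries with such cells held 1 to 3 each. On thinned cells, the first criterion, the interval (2.45 to 30.2%) overlaps those of the others and nothing is decided. Wells that also hold a nociceptor would bring all nociceptor genes. From the ratio of *Trpv1* to 5 nociceptor genes in cluster 1 (90.2 and 1399 CPM), the *Trpv1* of subcluster 5 would come with 185 CPM of these genes. The sum was 3.80 CPM, and 0 of 9 libraries reached the needed level, which argues against such wells. The first comparison, within libraries between proprioceptor-like cells with and without a *Trpv1* UMI, was higher with one in 4 of 10 libraries (exact two-sided sign-flip p = 0.682, smallest possible 0.00195). Pooled, these genes stood at 27.4 CPM with and 12.9 CPM without a *Trpv1* UMI, because of libraries 1 and 10 (47.1 and 99.0 CPM with one). That a subset of proprioceptor-like cells expresses *Trpv1* may follow, as a hypothesis found and tested on the same data; the level of the cells was not tested.

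Glial transcripts in neurons at e15.5 were tested for wells with 2 cells of different embryos. At least 5 UMIs of *Xist* and of Y-linked genes together were found in 8.16% of glia-like and 0.503% of proprioceptor-like cells (two-sided Fisher exact p = 0.00587, over cells of these wells). The result is consistent with some such wells, which would hold a glial cell beside a neuron. Pairs of cells from the same embryo or from embryos of the same sex would not be seen. The mechanoreceptor-like cluster had 2 of 23 such cells and the p1 glia-like cluster 0 of 36. Glial RNA in the cell suspension and glial cells attached to neurons of the same animal stay open, and no biological explanation was tested.

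Nuclear copies of mitochondrial genes (11 genes) held 3.10% of the UMIs at e15.5 and 3.45% at p1. If reads were shared with mitochondrial transcripts, both shares should follow each other from cell to cell. At e15.5 the median r over libraries was 0.768 (0.485 to 0.886, positive in 10 of 10), in line with shared reads. At p1 it was 0.0542 (-0.211 to 0.348, positive in 4 of 6), so there shared reads and transcription of the copies cannot be told apart. With the copies added to the mitochondrial share, 501 e15.5 and 328 p1 cells passed. Counts of these genes are uncertain, and no biological explanation was tested.

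Over pooled p1 cells the difference between same- and different-signature correlation was larger than within libraries (0.496 against 0.207). Centring each gene within its library removes differences between libraries by construction, so the pooled value of 0.256 that it leaves decides nothing. Technical differences between libraries and differences in level or mouse line cannot be told apart.

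For each signature, 20 genes outside those the paper names were chosen by their correlation with its mean at p1 and read at e15.5. Their mean r with the signature lay above the median of matched random lists by 0.214 (Ba-pSN), 0.222 (Li-pSN) and 0.166 (Ab-pSN), in 7 of 7 libraries each (exact two-sided sign-flip p = 0.0156, the smallest possible; adjusted 0.0365 over 14 tests). The first 5 genes were *Dlgap1*, *Psd3*, *Pth1r*, *Arl4a*, *Ext1* for Ba-pSN, *Gabrb1*, *Rhou*, *Gm43318*, *Mllt3*, *Rprm* for Li-pSN and *Hmx1*, *Tenm1*, *Hacd2*, *Fam196a*, *Gnaz* for Ab-pSN. With all cells thinned to 10000 UMIs, which also changes the genes chosen, the excess was at most 0.0462 and not past the threshold for any signature. In unthinned cells the mean r was 0.234 (Ba-pSN), 0.207 (Li-pSN) and 0.211 (Ab-pSN), against medians of 0.0203, -0.0152 and 0.0454 for the matched lists. Depth that raises correlation alike for genes of like expression would raise the matched lists too. As the whole cause, it is argued against. Depth that acts more on the carried genes and shared regulation cannot be told apart here. Thinning also removes most of the UMIs of these genes, and only 3, 3 and 1 of the 20 genes stayed the same.

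For the 3 tests among clusters, cluster labels were reassigned among the sums, in 100 assignments per test with the real one included: 50 others drawn over all sums and 49 within each library. The real assignment never puts 2 sums of 1 library in the same cluster, and those drawn within libraries part as many pairs. Those drawn over all sums parted 32 to 43 of 44 pairs for the e15.5 clusters, 12 to 17 of 18 for the p1 clusters and 10 to 14 of 14 for the e15.5 subclusters. Of the 13 marker genes at e15.5, at most 2 passed within libraries and 1 over all sums. Of the 18 signature genes, at most 2 and 2 passed at p1, and at most 4 and 1 among e15.5 subclusters. The number of assignments with as many genes past the threshold as the real one was 1, 1 and 1 of 100, the real one itself. The first count, over all sums alone, was also 1 of 100 for each test, so random assignment of labels can be excluded for all 3 results. That is all it excludes: the clusters were formed from the expression of the same cells, so it is no evidence on these genes in particular.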
